# A Systems Biology Approach Uncovers Cellular Strategies Used by *Methylobacterium extorquens* AM1 During the Switch from Multi- to Single-Carbon Growth

**DOI:** 10.1371/journal.pone.0014091

**Published:** 2010-11-24

**Authors:** Elizabeth Skovran, Gregory J. Crowther, Xiaofeng Guo, Song Yang, Mary E. Lidstrom

## Abstract

**Background:**

When organisms experience environmental change, how does their metabolic network reset and adapt to the new condition? *Methylobacterium extorquens* is a bacterium capable of growth on both multi- and single-carbon compounds. These different modes of growth utilize dramatically different central metabolic pathways with limited pathway overlap.

**Methodology/Principal Findings:**

This study focused on the mechanisms of metabolic adaptation occurring during the transition from succinate growth (predicted to be energy-limited) to methanol growth (predicted to be reducing-power-limited), analyzing changes in carbon flux, gene expression, metabolites and enzymatic activities over time. Initially, cells experienced metabolic imbalance with excretion of metabolites, changes in nucleotide levels and cessation of cell growth. Though assimilatory pathways were induced rapidly, a transient block in carbon flow to biomass synthesis occurred, and enzymatic assays suggested methylene tetrahydrofolate dehydrogenase as one control point. This “downstream priming” mechanism ensures that significant carbon flux through these pathways does not occur until they are fully induced, precluding the buildup of toxic intermediates. Most metabolites that are required for growth on both carbon sources did not change significantly, even though transcripts and enzymatic activities required for their production changed radically, underscoring the concept of metabolic setpoints.

**Conclusions/Significance:**

This multi-level approach has resulted in new insights into the metabolic strategies carried out to effect this shift between two dramatically different modes of growth and identified a number of potential flux control and regulatory check points as a further step toward understanding metabolic adaptation and the cellular strategies employed to maintain metabolic setpoints.

## Introduction

*Methylobacterium extorquens* AM1 is a facultative methylotrophic bacterium capable of growth on single-carbon compounds such as methanol, methylamine and formate, and multicarbon compounds such as pyruvate and succinate [1]–[3]. In addition to their role in the global carbon cycle [4], methylotrophs are of interest for their potential in the biotechnological production of valued-added chemicals from methanol, which is an inexpensive and abundant source of carbon [5]. These organisms are ubiquitous in nature and are often associated with the leaf surfaces of plants where methanol is released when the stomata open in the morning [6]–[7]. To accommodate these bursts of methanol, methylotrophs must be poised to quickly adapt, capturing available methanol while preventing buildup of its subsequent toxic oxidation product, formaldehyde, as well as further downstream toxic metabolites such as glyoxylate and glycine [8]–[9]. Because of the high flux of toxic metabolites produced during methylotrophic growth, this metabolic mode of growth presents an interesting case study regarding the regulation of and balance between production and consumption of these toxic metabolic products.

*M. extorquens* AM1 has been studied for decades (reviewed in [10]) and is a model organism for understanding the metabolic components required for methylotrophic growth. The most broadly studied physiological condition has been the comparison of growth on methanol vs. succinate. When growing on multi-carbon substrates, *M. extorquens* AM1 uses pathways that are common to many heterotrophs, including the TCA cycle, the pentose-phosphate pathway, parts of anapleurotic pathways and gluconeogenesis, and an electron transport chain involving NADH dehydrogenase [1], [11]. In contrast, growth on single-carbon compounds involves specific metabolic pathways for both energy metabolism and assimilation, and requires over 100 additional gene products for central metabolism [10]. These two modes of growth are dramatically different, with methanol growth predicted to be limited by reducing power (NAD(P)H) while succinate growth is predicted to be limited by energy (ATP) [12]–[13].

Global approaches have been developed for *M. extorquens* AM1 to study multiple layers in the metabolic hierarchy including transcriptomic [14], metabolomic [15]–[17] and proteomic [18]–[19] approaches, as well as analysis of enzymes and fluxes [13], [20]–[21]. These individual studies have shown that the majority of genes known to function in C_1_ and multicarbon metabolism are differentially expressed and produced according to their function in these two different modes of growth. Most of the amino acids, biosynthetic precursors and intermediates involved in the serine cycle (the main methylotrophic assimilatory pathway) and the TCA cycle are at similar concentrations for methanol growth and succinate growth, while intermediates of the methylotrophy-specific ethylmalonyl-CoA (EMC) pathway are highly elevated in methanol cultures (up to 24-fold differences) [13], [17].

The studies described above have provided a valuable comparison of growth conditions, but these individually-gathered datasets have not been fully integrated to provide a systems biology view of metabolism, which is crucial to understanding methylotrophic growth and predicting metabolic manipulations for industrial benefit. In addition, the dynamics of the response during the transition between growth substrates has not been studied at a global level, and that approach has great potential to provide insights into how the metabolic network is reset to allow methylotrophic growth as well as to uncover general cellular strategies for adaption to environmental change and metabolic stress.

In this study, we address how metabolism responds and adapts under perturbation as a system of interconnected metabolic pathways by adding methanol to a succinate-limited chemostat culture and following the transition of the cells from succinate growth to methanol growth, obtaining data at multiple time points for different layers in the metabolic hierarchy: transcription, enzyme activity, metabolites and fluxes. This integrated analysis provides information about the transient imbalance and the response to carbon starvation the cells experience when they are shifted out of the multi-carbon metabolic mode, the flux redistribution that occurs while the cells are adapting to the new C_1_ metabolic mode, and the relationships between transcript, enzyme activity, metabolite and flux during this transition. In addition, we show that unlike in other organisms, [22]–[23], *M. extorquens* AM1 induces its metabolic pathways in a reverse order (biomass cycles first before the pathways that generate the biomass precursor metabolites), which may be a cellular strategy to prevent the buildup of downstream toxic metabolites. Finally, we show that for those genes/enzymes common to both modes of growth, expression and activity change greatly during the transition, yet metabolite concentrations remain relatively constant underscoring the concept of metabolic setpoints [24].

## Results

### Parameters of the Transition Experiment and Growth Response

Chemostat cultures were chosen as the starting point for the substrate transition experiments due to the ability to maintain reproducible initial growth conditions. Succinate-limited chemostat cultures of *M. extorquens* AM1 were grown to steady state (OD ∼0.63), samples were taken as a zero time point, and then 50 mM methanol was added. Cells were harvested at multiple time points after the transition, up to 6 h, and cellular response was assessed via cell growth, carbon flux measurements, selected enzymatic activity assays, global gene expression profiling and measurement of a suite of targeted intracellular and excreted metabolites. Upon cessation of succinate addition to the growth medium and the subsequent addition of methanol, it can be estimated that the carbon flux to biomass dropped from ∼30 nmol C min^−1^ ml of culture^−1^ (calculated from the dilution rate, see Methods) to ∼0.2 nmol C min^−1^ ml of culture^−1^, which is the measured flux of methanol and CO_2_ carbon to biomass in succinate-grown cells exposed to methanol in batch culture [20]. This drop in flux of over two orders of magnitude would be expected to plunge the culture into carbon starvation initially, until the induction of the methylotrophic assimilatory pathways allowed increased flux to biomass from those routes. In keeping with this expectation, the culture underwent a 2 h lag phase, demonstrated by the relatively unchanged optical density (OD_600_) (Figure 1A), then transitioned to log phase indicating that the culture had started to actively grow on methanol. The methanol concentration in the medium began to drop between 15–30 min post methanol addition, with a concentration of ∼30 mM left at 6 h post transition. Note that since the culture was initially at steady-state under succinate limitation, this protocol effected a transition from succinate to methanol growth without the need to wash the starting culture.

**Figure 1:**
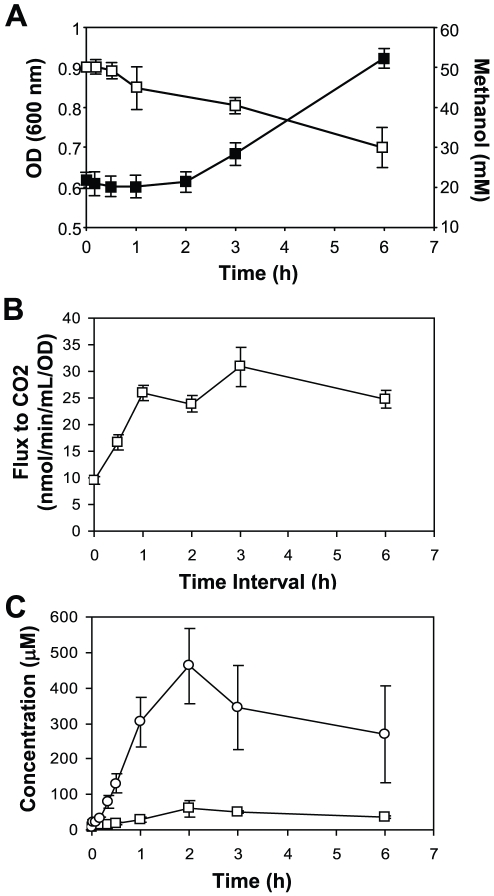
Optical density (OD), rates of carbon flux to CO_2_ and external metabolite measurements before and during the transition from succinate to methanol growth. (A) Change of optical density (filled squares) and methanol concentrations (open squares). (B) Carbon flux to CO_2_ measured using ^14^C-methanol. (C) Formaldehyde (squares) and formate (circles) concentrations in the culture supernatant. Standard deviations are shown as error bars.

### Global Gene Expression Response to Carbon Source Switch

To gain insights into the global cellular response upon carbon source switch, gene expression data were analyzed to determine the cellular processes (outside of central metabolism) that showed the largest changes in their initial response to methanol addition (Figure 2) and were compared to a set of carbon-starvation response arrays as controls (Table S1). 

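Gene expression was measured on 24 Agilent arrays, on which RNA from a flask sample carried one dye and RNA from the succinate-limited chemostat the other. Flask samples were taken at 10, 30, 60 and 120 min after methanol addition in 2 cultures. They were taken at transfer, at 240 and 360 min, and at 30 min without carbon in 1 culture each. Each sample was hybridized on a pair of arrays with the dyes swapped. The scanner software's log ratios, corrected for background and dye within the array, were turned to flask over chemostat, converted to log2 and averaged over the pair. The 12 averaged ratios were fitted in 8 groups with limma, which leaves 4 residual degrees of freedom. A group with a lone sample was assumed to vary like the other groups. Each group was compared with flask transfer, so log2 ratios below are relative to flask transfer unless stated otherwise. Flask transfer was sampled in culture 1 alone, so the ratios of culture 2 use that transfer sample as well. Counts in both cultures share this sample and are not independent. Across genes its ratios to the chemostat correlated at r of 0.25 to 0.51 with those of culture 1 with methanol. With culture 2 r was 0.04 to 0.11, and with no carbon 0.06. The comparison with flask transfer may therefore not remove the same effect in culture 2 and no carbon as in culture 1. P values were adjusted by Benjamini-Hochberg over 7402 genes, and a gene was called changed at an adjusted p under 0.05. With no change at all, a share of 0.05 of the genes would lie at an unadjusted p under 0.05. A count at that level is therefore not a count of changed genes. The number of arrays limits the precision of each value.
The differences between both cultures went together across time points. Results of a fit with culture as a block are therefore given where they change a call. The block can change the ratio as well, while the ratio and standard error printed beside a blocked p value are in general those of the fit without a block. The methanol and flask-transfer arrays of culture 1 were read with one version of the scanner software and those of culture 2 with another. The second version was also used for the no-carbon arrays, so culture and array batch cannot be told apart. The block follows the replicate number of the labels, which is 1 for the no-carbon arrays, and for these the value with software version as the block stands beside it. Whether that number means the culture 1 of the methanol samples is not stated. Calls without carbon with culture as a block rest on that reading. The gene classes of Table S1 were chosen by the study on these samples, and a count adjusted over such a list alone is not independent evidence.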

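At 10 min after methanol addition 6 genes rose and 2 fell, and at 30 min 131 rose and 53 fell. At 60 min 6 rose and limma called no fall, with 676 genes at an unadjusted p under 0.05 in either direction. At 120 min 4 rose and 2 fell, and at 240 min 2 rose. At 360 min limma called 0, and the pair of arrays there gave unlike ratios. The 259 genes at an unadjusted p under 0.05 at that time are fewer than expected with no change. Without carbon 15 genes rose and 2 fell at 30 min. With culture as a block, 405 genes rose and 300 fell at 30 min of methanol, 156 and 141 at 10 min, 39 and 14 at 60 min, 27 and 11 at 120 min, 13 and 5 at 240 min and 8 and 3 at 360 min, and 469 rose and 455 fell without carbon (133 and 57 with software version as the block). The count at 30 min of methanol was 3 with scan day as a block, which sets culture 1 apart at that time since its pair alone was scanned on its day, and 0 with limma's trend and robust options, where the unadjusted count of the fit without them was 1380. It was also 0 when the 30 min sample of either culture was left out, which leaves 1 sample at that time and fewer residual degrees of freedom, so calls can be lost for that alone. At 10 min the count was 132 without culture 1 and 1 without culture 2. The count without carbon was 0 with scan day as a block, 0 with the trend and robust options, 0 without the signal filter, 1 with culture 2 at 30 min from its first array and 0 from the second array of each pair alone, against 1198 genes at an unadjusted p under 0.05.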

Several classes of genes responded similarly in both conditions, in keeping with the prediction that the cells would experience carbon starvation at the onset of the transition. These included genes whose expression increased in both cases, including predicted stress response genes, predicted genes involved in NADH homeostasis, cytochrome bd ubiquinol oxidase genes, and a predicted bacterioferritin (iron storage) gene. In addition, many classes of genes showed a transient decrease in expression in both conditions, either within the first 30 min or after a transient increase, and then a recovery. This pattern included genes predicted to be involved in synthesis of proteins, fatty acids, lipopolysaccharides, ATP, flagella, cell walls and nucleotide synthesis and salvage, along with cytochrome c oxidase genes and several genes predicted for cell division, chemotaxis, glycosylation, and protease activity. 

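All 10 general stress response genes of Table S1 had a positive log2 ratio at 30 min of methanol in both cultures, against 35.1% of all genes, with a median of 1.40. All were positive without carbon as well, with a median of 0.67. At 30 min of methanol 1 rose over all genes, 6 when adjusted over the list alone and 4 with culture as a block. The yciF-like gene RMQ01469 rose by 3.67 (standard error 0.65, adjusted p = 0.046). Without carbon its ratio was 4.12, called only with culture as a block (adjusted p = 0.00687, or 0.0304 with software version as the block). Another yciF-like gene, RMQ10020, had a ratio of 4.11 with methanol and 4.70 without carbon, both called only with culture as a block (adjusted p = 0.0172 with methanol and 0.00963 without carbon, the latter 0.0535 with software version as the block). The 6 genes named uspA-like had ratios of 0.75 to 1.66 with methanol and 0.16 to 0.73 without carbon, none of them called, also with culture as a block. Another gene with a UspA domain, RMQ04590, had 1.27 with methanol, called only with culture as a block (adjusted p = 0.0433), and 0.76 without carbon.
Of the cytochrome bd ubiquinol oxidase genes, qxtA had a log2 ratio of 1.21 at 30 min of methanol and 0.94 without carbon, and qxtB of 0.83 and 1.16. Neither was called over all genes, while both passed at 30 min of methanol when adjusted over the list alone and qxtB rose without carbon with culture as a block (adjusted p = 0.0479, or 0.107 with software version as the block). The bacterioferritin gene bfr had a ratio of 3.35 (standard error 1.65, adjusted p = 0.345), with 4.72 in culture 1 and 1.97 in culture 2, and of 2.37 without carbon. Among 3 further NAD(P)H genes of Table S1, the ratio at 30 min of methanol was 0.60 for ndh, 2.16 for RMQ12197 and 1.25 for RMQ05223, none called over all genes. With culture as a block ndh (0.97, adjusted p = 0.0464) and RMQ12197 (adjusted p = 0.0409) rose. Without carbon the ratio was -1.01 for ndh, which fell with culture as a block (adjusted p = 0.0472, or 0.641 with software version as the block), and 2.18 for RMQ12197, which rose with it (adjusted p = 0.0412, or 0.127 with software version as the block).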

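Of the ribosomal and associated protein genes, 53 had a flask-transfer value, and all of them lay below it at 30 min of methanol in both cultures, against 40% of all genes. Their median log2 ratio was -3.72, and 10 fell over all genes, 51 when adjusted over the list alone and 36 with culture as a block. The median was -4.05 without carbon and 0.21 at 240 min of methanol. Without carbon 41 fell with culture and 13 with software version as a block, and limma called 0 over all genes (49 lay lower at an unadjusted p under 0.05). At 120 min of methanol the median was -0.51, and above 0 with scan day as a block. The gene rpsL (RMQ00454) fell by 5.77 at 30 min (standard error 0.89, adjusted p = 0.0375), and lay at -0.73 at 120 min. The signal of rplJ was saturated in the chemostat channel of 14 arrays and the flask channel of 7.
For the 10 ATP synthase genes the median was -2.98 at 30 min of methanol and -3.71 without carbon, and 2 fell with methanol (9 when adjusted over the list alone and 9 with culture as a block). Among 24 genes of tRNA synthesis and modification, with medians of -1.38 and -1.20, 1 fell, 16 over the list alone and 11 with culture as a block. Among 17 lipopolysaccharide and antigen genes, with medians of -1.48 and -1.56, 1 fell, 8 over the list alone and 5 with culture as a block. Among 22 genes of nucleotide synthesis and salvage, with medians of -1.34 and -1.28, 1 fell, 10 over the list alone and 8 with culture as a block. Of 11 cell wall genes, with medians of -1.21 and -1.06, 1 fell, 3 over the list alone and 2 with culture as a block. The 15 fatty acid and lipoprotein genes had medians of -1.48 and -1.69. None of these passed over all genes by limma at 30 min of methanol, while 10 lay lower at an unadjusted p under 0.05, 3 fell over the list alone and 6 with culture as a block.
All 38 flagellar genes lay below flask transfer in both cultures at 30 min of methanol. The median was -1.32, with -1.20 without carbon and 0.20 at 120 min of methanol. At 30 min none was called by limma over all genes, over the list alone or with culture as a block, and 11 had an unadjusted p under 0.05. Medians at 30 min were -1.05 for 20 chemotaxis genes and -1.52 for 14 cell division genes. None of either class passed over all genes by limma, 5 of each had an unadjusted p under 0.05, and 1 of each fell with culture as a block.

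**Figure D1:**
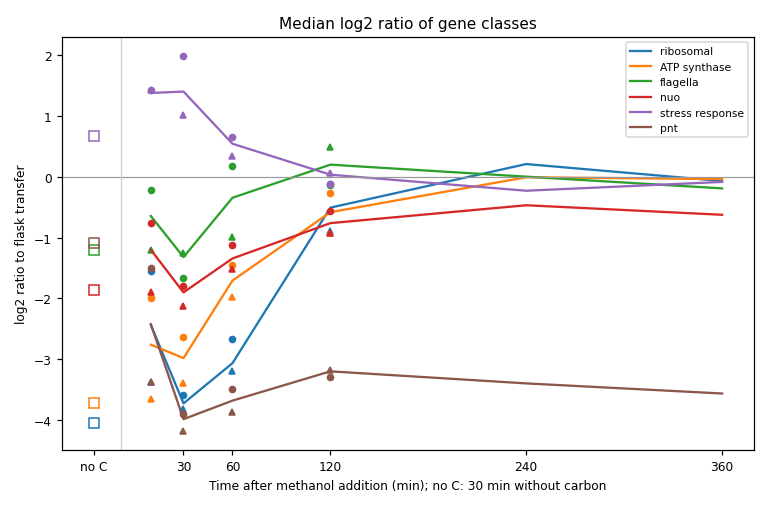
Median log2 ratio to flask transfer (vertical axis) of 6 gene classes against the time after methanol addition in min (horizontal axis). Lines join the medians over both cultures (culture 1 alone at 240 and 360 min), circles mark culture 1, triangles culture 2 and open squares the sample without carbon at 30 min. At 30 min the ribosomal median was -3.72 and the stress response median 1.40, and the values at 360 min come from a pair of arrays with unlike ratios.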

A similar pattern of decrease and recovery was also observed for several methylotrophy genes, discussed below. Genes encoding transhydrogenase, which interconverts NADH and NADPH [25], were significantly down-regulated (15–20 fold) in the methanol addition condition but not in the starvation control, and remain repressed during the time period of methylotrophic growth (Figure 2), consistent with previous steady state studies [14]. 

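Table S1 lists 6 designations for the pnt genes. At 30 min of methanol 5 of them fell over all genes, and 6 did when adjusted over the list alone and with culture as a block. The gene pntAA (RMQ06654) fell by 4.16 on the log2 scale (standard error 0.58, adjusted p = 0.0304), a 17.9-fold decrease, with -4.19 in culture 1 and -4.14 in culture 2. The smallest decrease was 14.1-fold, in pntB (RMQ01883). Median log2 ratios over the designations were -3.68 at 60 min, -3.20 at 120 min and -3.39 at 240 min. Without carbon the median was -1.08. None was called there by limma, and 0 had an unadjusted p under 0.05. Between methanol and no carbon at 30 min pntAA differed by -3.35 (standard error 0.58), which did not pass the test (adjusted p = 0.158, or 0.0731 with culture as a block). When adjusted over the list alone this difference passed for 6 designations.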

Cytochrome d terminal oxidase genes increased independently of the carbon starvation control while the cyotchrome o ubiquinol oxidase genes increased in opposition to the carbon starvation control, where expression decreased ∼5 fold.

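The cytochrome d terminal oxidase genes had log2 ratios at 30 min of methanol of 1.28 (cydA) and 1.25 (cydB). Limma called neither over all genes, and both passed when adjusted over the list alone, but neither did so with culture as a block. Without carbon the ratios were 0.84 and 0.50. The cytochrome o ubiquinol oxidase genes had ratios of -0.04 (cyoA), -0.14 (cyoB) and -0.28 (cyoC) with methanol, and their median was above 0 with culture, software version or scan day as a block and from the second array of each pair alone. Without carbon the ratios were -2.02, -2.09 and -2.46, a 4.27-fold decrease for cyoB. Both cyoA and cyoB fell without carbon with culture as a block (adjusted p = 0.0204 and 0.0294, or 0.123 and 0.154 with software version as the block). Only with culture as a block did cyoA differ between methanol and no carbon (adjusted p = 0.0407, or 0.133 with software version as the block). At 60 min of methanol all 3 cyo genes lay above flask transfer in both cultures, with a median of 0.35, and later medians were 0.34 at 120 min, 0.45 at 240 min and 0.37 at 360 min, where the pair of arrays gave unlike ratios. None of the 3 was called at these times. At 120 min cyoA had ratios of 0.80 in culture 1 and -0.17 in culture 2.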

**Figure 2:**
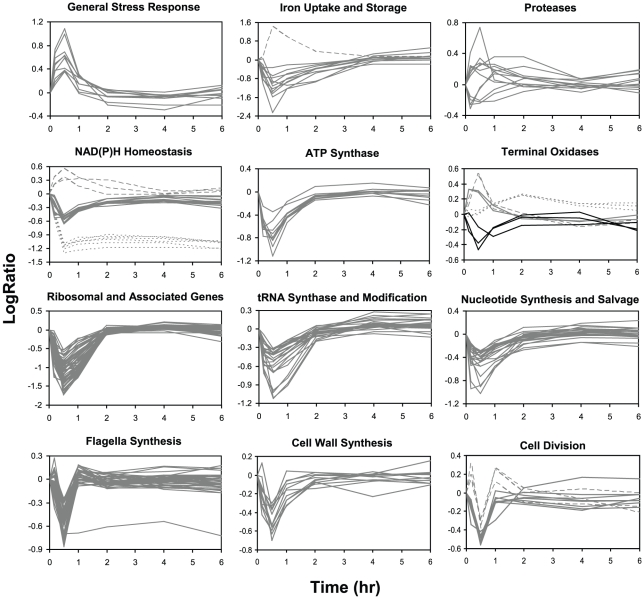
Changes in gene expression of general cellular functions that significantly changed during the transition from succinate to methanol growth. Graphs include genes predicted to be involved in general stress response (top left), iron uptake (top center, solid lines) and storage (top center, dashed line), peptide cleavage (top right), NAD(P)H homeostasis (upper-middle left) including NADH:ubiquinone oxidoreductase (*nuo*, solid lines), transhydrogenase (*pnt*, short dashed lines) and three additional genes (long dashed lines) predicted to encode NADH dehydrogenase 2, NADH:flavin oxidoreductase/NADH oxidase and NAD(P)H quinone oxidoreductase, ATP synthase function (upper-middle center), terminal oxidase function (upper-middle right) including cytochrome c oxidase (*coxABC*, solid black lines), cytochrome bd ubiquinol oxidase (*qxtAB*, solid gray lines), cytochrome d terminal oxidase (*cydAB*, long dashed lines) and cytochrome o ubiquinol oxidase (*cyoABC*, short dashed lines), ribosome function (lower-middle left), tRNA synthesis and modification (lower-middle center), nucleotide synthesis and salvage (lower-middle right), flagella synthesis (bottom left), cell wall synthesis (bottom middle) and cell division (bottom right). LogRatios, intensities, fold changes and p-values are shown for each gene in Table S1.

### Overview of Central Metabolic Carbon Flow

In *M. extorquens* AM1, methanol is first oxidized to the toxic metabolite, formaldehyde, then to formate. Formate serves as a branch point and can either be oxidized to CO_2_ producing reducing power, or be converted to methylene-H_4_F, which enters the central metabolic carbon assimilation pathways including the serine cycle, the EMC pathway, the PHB cycle and a portion of the TCA cycle, where essential intermediates are produced for cell growth [1]–[2], [21] (Figure 3). These pathways were analyzed in detail along with two core pathways involved in multi-carbon growth, the TCA cycle and the pentose-phosphate pathway. After methanol was added to succinate-grown cultures, distribution of carbon flow was assessed using 4 methods: growth curve analysis, measurement of flux to CO_2_ using ^14^C-labeled methanol, measurement of methanol, formaldehyde and formate in the culture supernatant and measurement of assimilatory pathway metabolites (described below). Growth did not occur until between 1–2 h post transition (Figure 1A), yet flux of methanol to CO_2_ increased significantly within the first hour, prior to growth (Figure 1B). Formaldehyde and formate concentrations in the supernatant increased until about 2 h, when levels began to decrease (Figure 1C), suggesting that before active growth occurred, both compounds were excreted and then as the cells began to divide, excretion decreased. For the first hour, approximately 1/3 of the carbon from methanol oxidation was in these two pools, the remainder in CO_2_. Note that the peak concentrations, 50 and 450 µM, respectively, are not toxic for *M. extorquens* AM1 [26]–[28]. By 2 h, the total flux to formaldehyde, formate, and CO_2_ of the culture (∼32 nmol min^−1^ [ml at 1 OD]^−1^) was about ¾ of the full flux measured in methanol-grown cells (41.5 nmol min^−1^ [ml at 1 OD]^−1^; [21]). These data suggest that the lag in growth was due to a block in formate assimilation, not production (summarized in Figure 3).

**Figure 3:**
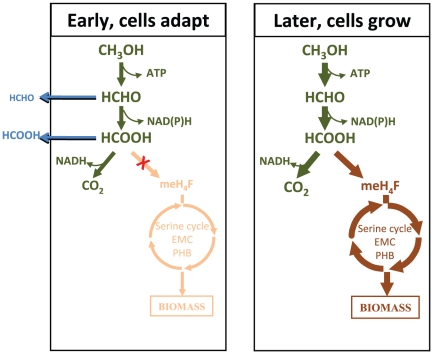
Overview of flux changes through methylotrophic central metabolism during the transition from succinate to methanol growth. Dissimilatory steps are shown in green, assimilatory steps in brown. Methylene-H_4_F is abbreviated as meH_4_F.

### Visualization of Hierarchical Changes for Central Metabolism

With the introduction of global “omics” level tools, it has recently become possible to investigate multiple layers of an organism's metabolic network during a condition of study. However, the power of these tools can also be a detriment, generating large amounts of data that can often be difficult to integrate and understand as a whole. To facilitate insights and infer meaning regarding the multi-leveled changes and adaptations that the metabolic network of *M. extorquens* AM1 undergoes during the transition from succinate- to methanol-growth, diagrams were constructed that visually compile and summarize each level of data obtained in relation to central metabolism. The initial response to methanol addition (time  = 10–30 min) is shown in Figure 4A with 4B serving as a legend. Diagrams depicting the metabolic state prior to methanol addition (time = 0 min), response just prior to/at the start of cell growth (1–2 h) and during log phase cell growth (3–6 h) are included in Figure S1. These diagrams depict information about gene expression intensities (arrow thickness) and fold changes (number of arrow heads), changes in measured metabolite concentrations (color shadings), and enzymatic activities (color shadings of boxed protein names), providing insight into both the metabolic changes themselves and the level at which those changes occurred. While only semi-quantitative due to possible differing labeling and hybridization efficiencies that could occur during microarray experiments, information on gene intensities is provided since the intensity data aid in pathway interpretation of possible carbon flow. Analysis of fold changes alone can be misleading if for example, no change in expression occurs for a gene, yet expression of that gene is high, or if a gene has a significant change in expression but expression is extremely low.

**Figure 4:**
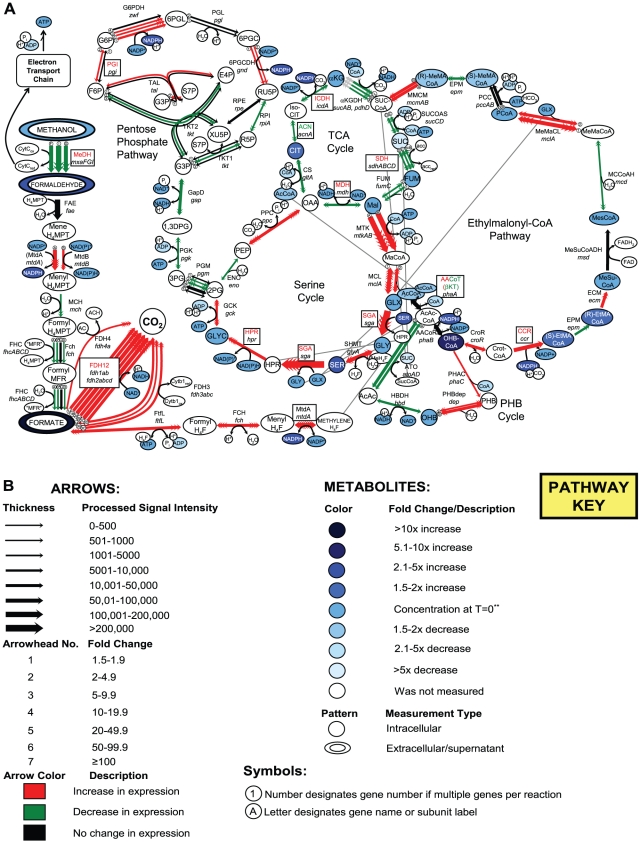
Pathway schematic depicting changes that occurred in measured metabolites, gene expression, and enzymatic activities for central metabolism during the transition from succinate to methanol growth. A boxed gene/protein name indicates the activity of this enzyme was measured. Red lettering for the protein designation indicates an increase in activity; green, decrease; black, no change. Metabolites appearing more than once are connected by gray lines. Changes are shown for (A) the initial response, time  = 10–30 min with (B) serving as a legend. Graphs depicting changes for pre-methanol addition, time  = 0 min; just prior to/at the start of cell growth, time  = 1–2 h; and exponential cell growth, time  = 3–6 h are included in Figure S1. Reaction descriptions are included in Table S2 along with gene expression intensities, LogRatios, fold changes and p-values. Mesaconyl-CoA, ethylmalonyl-CoA, methylsuccinyl-CoA were measured as free acids. **Color at T = 0 represents the concentration before methanol was added for all metabolites except for methanol which was calculated as 50 mM for the initial T = 0 value.

### Response of Measured Nucleotide Pools

The adenine and pyridine nucleotide pools reflect the metabolic state of the cell. As expected for a growth downshift experiment, these compounds all showed significant changes, with most values changing by 50–100% during the time course (Figure 5). Consistent with the prediction that methanol growth is reducing power limited and succinate growth is energy limited [12]–[13], NADPH increased immediately, in keeping with an initial major downshift in biomass synthesis, peaked at the 30 min timepoint, then decreased by 6 h to a lower value than the initial value. ATP decreased immediately, in keeping with the downshift in carbon flow through the TCA cycle, then increased, then decreased, and after 1 h, slowly increased to a final value greater than that for succinate growth. The other nucleotides all decreased immediately, then rose and either stayed constant or decreased slightly, a pattern reminiscent of the starvation-induced gene expression data.

**Figure 5:**
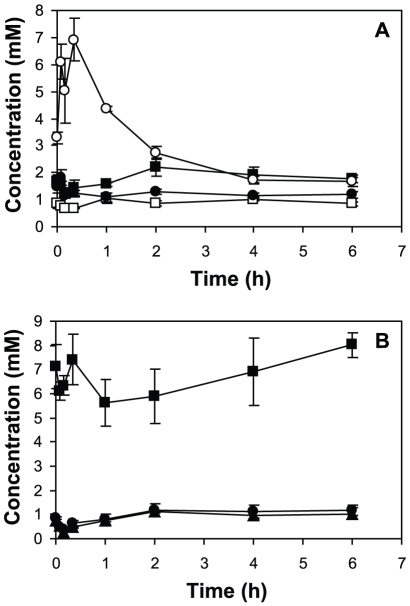
Changes in nucleotide concentrations before and during the transition from succinate to methanol growth. (A) Changes of pyridine nucleotides: NAD (filled squares), NADH (open squares), NADP (filled circles), NADPH (open circles), (B) changes of adenine nucleotides: ATP (filled squares), ADP, (filled circles), AMP (filled triangles). Standard deviations are shown as error bars.

### System Response for Oxidation of Methanol to Formaldehyde

Methanol is oxidized to formaldehyde by methanol dehydrogenase. In the succinate-limited cultures, the transcripts for the genes encoding the methanol dehydrogenase subunits (*mxaF*, *mxaI*) and its cytochrome (*mxaG*) were very high (Figure S1A, expression intensity values are given in Table S2). 

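Averaged over the arrays, the processed signal in the chemostat channel was 123900 for mxaF, 151500 for mxaI and 111200 for mxaG, at percentiles of 99.8, 99.8 and 99.7 among all genes. The signal was saturated for mxaI in the chemostat channel of 3 arrays and the flask channel of 3, and for mxaF in 1 of each.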

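The log2 ratio at 30 min of methanol was -1.55 for mxaF (standard error 0.85), -1.43 for mxaI (0.59) and -1.66 for mxaG (0.46), or 2.92-, 2.7- and 3.17-fold below flask transfer. None was called by limma (smallest adjusted p = 0.117, for mxaG). The cultures differed for mxaF, with -0.82 and -2.27. At 120 min the ratios were -0.44, -0.46 and -0.25, and without carbon -1.42, -0.91 and -1.45.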

Upon methanol addition, these transcripts initially decreased 2–3 fold (Figure 6), then increased and had recovered to near starting levels by 2 h, when the cells began to grow, a pattern similar to the carbon starvation response noted earlier. The other genes involved in generating the active form of methanol dehydrogenase (*mxaACDEHJKLRS*) showed a similar pattern (see Table S2). However, enzymatic activity of methanol dehydrogenase did not mirror transcriptional changes. 

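All 13 methanol oxidation genes of Table S2 lay below flask transfer at 30 min of methanol in both cultures, and all did so without carbon. The medians were -1.43 and -1.42, and 5 fell without carbon with culture and 0 with software version as a block, where limma without a block called none (6 at an unadjusted p under 0.05). With methanol none fell over all genes by limma, 7 lay lower at an unadjusted p under 0.05, 6 fell when adjusted over the list alone and 4 with culture as a block. Values at 30 min ran from -2.01 for mxaD to -0.62 for mxaA. By 120 min the list median was -0.26, and at 240 min it was -0.12.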

Activity in the succinate-grown cells was 129 nmol min^−1^ mg protein^−1^ initially and increased over the 6 h of the experiment after methanol was added, to 242 nmol min^−1^ mg protein^−1^ (Figure 7A).

**Figure 6:**
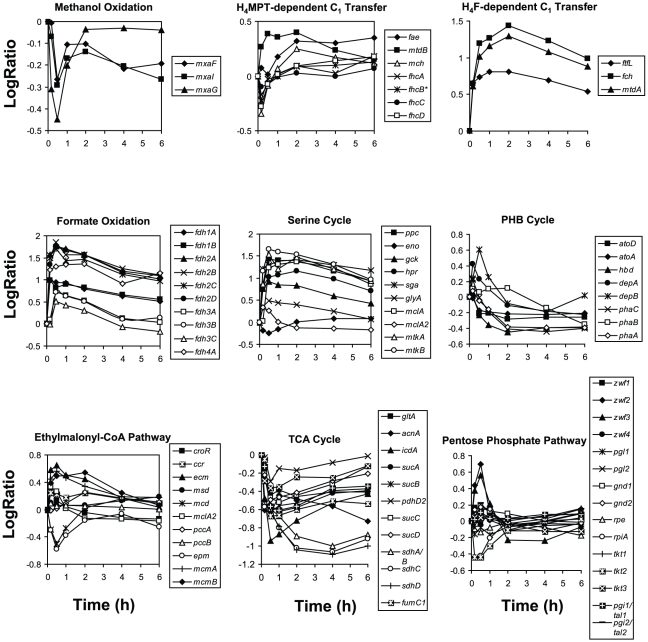
Changes in gene expression for central metabolic pathways during the transition from succinate to methanol growth. Graph include genes encoding methanol dehydrogenase (*mxaFI*) and cytochrome *c*_L_ (*mxaG*) (top left), H_4_MPT-dependent (top center) and H_4_F-dependent (top left) C_1_ transfer genes, formate oxidation genes (middle left), serine cycle genes (middle center), PHB cycle genes (middle left), EMC pathway genes (bottom left), TCA cycle genes (bottom center) and pentose phosphate pathway genes (bottom right) after addition of methanol (50 mM, final concentration) to succinate-limited chemostat-grown cells.

**Figure 7:**
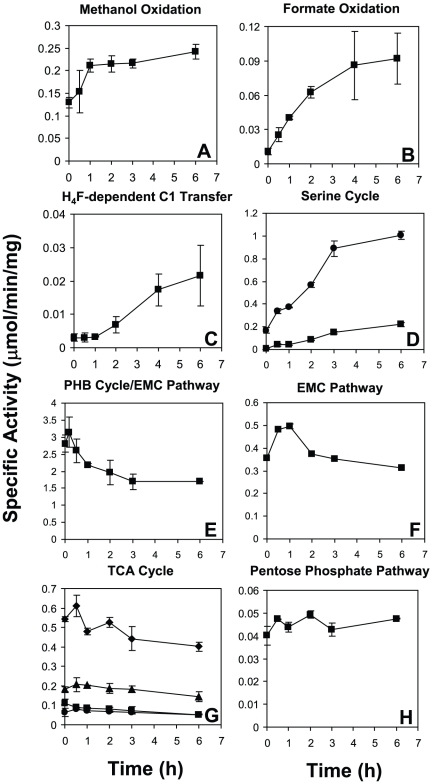
Changes in enzymatic activity before and during the transition from succinate to methanol growth. Measured activities include (A) methanol dehydrogenase activity, (B) NAD-dependent formate dehydrogenase activity (Fdh1,2) (C) methylene-H_4_F dehydrogenase activity (MtdA), (D) serine-glyoxylate aminotransferase (Sga, squares) and hydroxypyruvate reductase (Hpr, circles), (E) β-ketothiolase (βKT, encoded by *phaA*), (F) crotonyl-CoA reductase (Ccr), (G) malate dehydrogenase (Mdh, diamonds), isocitrate dehyhdrogenase (Icd, triangles), aconitase (Acn, squares) and succinate dehydrogenase (Sdh, circles). Standard deviations are shown as error bars.

### System Response for Oxidation of Formaldehyde to Formate

To oxidize formaldehyde, *M. extorquens* AM1 uses the cofactor, tetrahydromethanopterin (H_4_MPT) as a carrier of one-carbon units, converting formaldehyde to formate in 5 enzymatic steps as shown in Figure 4A. Due to the unavailability of H_4_MPT and its conjugates, enzyme activities in this pathway were not measured. 

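For fae the signal in the chemostat channel averaged 88180. The log2 ratio was -0.09 at 30 min, 0.61 at 60 min, 1.25 at 120 min and 1.00 at 240 min. At 360 min, where the pair of arrays gave unlike ratios, it was 1.17, or 2.25-fold above flask transfer. None of these was called, and the signal was saturated in the flask channel of 4 arrays.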

The transcript of the first enzyme required for the oxidation of formaldehyde (Fae, formaldehyde activating enzyme) was high in the succinate grown cells (Figure S1A, Table S2) and increased 2.2-fold over 6 h (Figure 6). This enzyme is key to preventing formaldehyde from building up to toxic levels inside the cell [29]. The next step in the pathway involves MtdB, which generates NAD(P)H. In addition, a second enzyme with activity towards H_4_MPT and NADP, MtdA, is present in *M. extorquens* AM1, but the main role of this enzyme appears to be in the H_4_F-dependent C_1_ transfer pathway [21], [30], so it will be discussed below, in that section. The gene encoding MtdB increased in expression immediately, leveled out at 30 min, and then decreased slowly over the rest of the time course. However, expression of the remaining genes of the formaldehyde oxidation pathway (H_4_MPT-dependent C_1_ transfer pathway) decreased initially (*mch, fhcABCD*, Figure 6) similar to the genes for methanol dehydrogenase, and similar to the carbon starvation response. 

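The log2 ratio of mtdB was 0.92 at 10 min, 1.27 at 30 min, 1.02 at 60 min, 1.04 at 120 min and 0.78 at 240 min. At 30 min the standard error was 0.33 and mtdB rose only with culture as a block (adjusted p = 0.0354, against 0.0942 without it). Without carbon the ratio was -0.59.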

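At 10 min of methanol the log2 ratio was -1.24 for mch, -0.84 for fhcA, -0.54 for fhcB, -1.08 for fhcC and -1.32 for fhcD, none of them called. At 30 min these genes lay between -0.60 and -0.13. Without carbon mch had a ratio of -1.95, fhcA of -1.52 and fhcD of -1.99, and with culture as a block all 3 fell (adjusted p = 0.0108, 0.0288 and 0.0112, or 0.0562, 0.104 and 0.0711 with software version as the block).

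**Figure D2:**
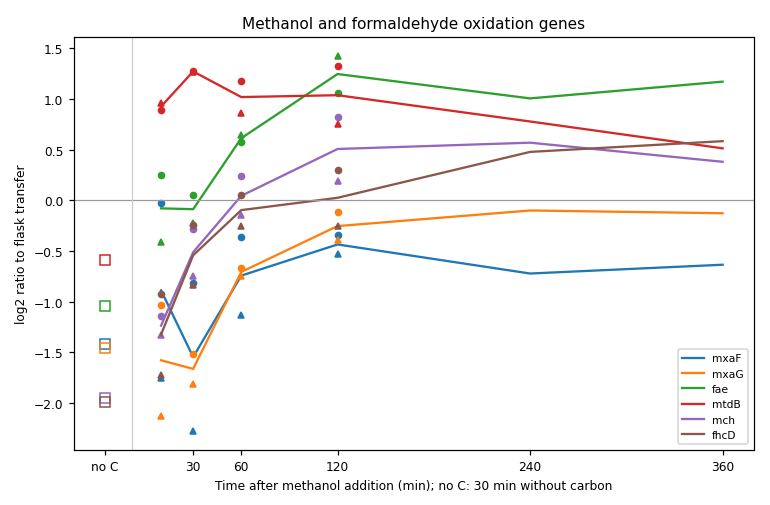
Log2 ratio to flask transfer (vertical axis) of mxaF, mxaG, fae, mtdB, mch and fhcD against the time after methanol addition in min (horizontal axis). Lines join the values fitted over both cultures, circles mark culture 1, triangles culture 2 and open squares the sample without carbon at 30 min. At 10 min mch lay at -1.24 and mtdB at 0.92, and the values at 360 min come from a pair of arrays with unlike ratios.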

In general, expression of these genes returned to starting levels between 1–2 hours, increasing slightly or remaining constant through the remaining 6 hrs.

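At 60 min the log2 ratio was 0.04 for mch, 0.12 for fhcA, 0.16 for fhcB, -0.19 for fhcC and -0.10 for fhcD. At 120 min the ratios were 0.51, 0.21, 0.27, -0.11 and 0.02. At 240 min mch lay at 0.57 and fhcD at 0.48.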

### System Response for Oxidation of Formate to CO_2_

Oxidation of formate to CO_2_ is carried out by formate dehydrogenase (Fdh). *M. extorquens* AM1 contains 4 known Fdhs, and transcripts for the genes encoding those Fdhs increased immediately and considerably, peaking in expression levels between 10 and 30 min post transition, then decreased over time (Figure 6). It has not yet been possible to assay the activities of Fdh3 and Fdh4 [26]–[27], but the combined activities of the NAD-dependent enzymes, Fdh1 and Fdh2, increased immediately and continued to increase over the 6 h time period (Figure 7B), correlating with the increase in transcripts and the flux to CO_2_.

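All 11 formate dehydrogenase designations of Table S2 lay above flask transfer at 30 min in both cultures, with a median log2 ratio of 3.69. Over all genes 5 rose, 10 did when adjusted over the list alone and 8 with culture as a block. The gene fdh2B rose by 5.17 at 10 min (adjusted p = 0.0237), 5.83 at 30 min (standard error 0.44, adjusted p = 0.00839) and 4.84 at 120 min (adjusted p = 0.0458). For fdh2C the rise was 5.45 at 10 min and 5.52 at 30 min, and fdh4A2 rose by 4.50 at 30 min and 5.07 at 60 min. The log2 ratios of fdh3A, fdh3B and fdh3C at 30 min were 2.22, 2.23 and 1.50 with methanol and 2.35, 2.41 and 1.60 without carbon, none called. The cultures differed for fdh2D at 30 min, with 5.82 and 1.55, and it rose only with culture as a block (adjusted p = 0.003). With both cultures averaged up to 120 min and culture 1 alone later, 6 designations were highest at 30 min, 4 at 60 min and 1 at 240 min. In culture 1 alone 2 were highest at 10 min, 7 at 30 min, 1 at 60 min and 1 at 120 min. The list median without carbon was 0.80, and fdh2B (5.62, adjusted p = 0.027) and fdh2C (4.72, adjusted p = 0.0389) differed between methanol and no carbon.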

### Response of the H_4_F-dependent C_1_ Transfer Pathway for Conversion of Formate to Methylene-H_4_F

Three enzymes are required to convert formate to methylene-H_4_F: formyl-H_4_F ligase (FtfL), methenyl-H_4_F cyclohydrolase (Fch) and methylene-H_4_F dehydrogenase (MtdA). Transcripts for each of these genes responded in a similar manner, increasing immediately until 2 h, when the cells began to grow (Figure 6). 

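At 30 min all 3 genes lay above flask transfer in both cultures. Over all genes 2 rose, and 3 did when adjusted over the list alone and with culture as a block. For ftfL the log2 ratio was 1.89 at 10 min, 2.17 at 30 min (standard error 0.40, adjusted p = 0.0481), 2.46 at 60 min and 2.56 at 120 min. For fch it was 1.42, 2.98, 3.50 and 3.97. The cultures differed for fch at 30 min, with 3.97 and 2.00 (standard error 1.13, adjusted p = 0.223, or 0.003 with culture as a block). Both ftfL and fch rose at each of these times with culture as a block. Without carbon the ratios were -0.25 for ftfL and 0.04 for fch.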

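At 240 min the log2 ratio was 2.31 for ftfL, 4.09 for fch and 3.60 for mtdA, and all 3 rose only with culture as a block (adjusted p = 0.0431, 0.0123 and 0.0114).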

Then the transcripts decreased but remained high over the course of the experiment. 

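The log2 ratio of mtdA was 1.81 at 10 min, 3.04 at 30 min (standard error 0.45, adjusted p = 0.0323), 3.62 at 60 min and 3.98 at 120 min, or 15.8-fold above flask transfer. At 10, 60 and 120 min it rose only with culture as a block (adjusted p = 0.0144, 0.00322 and 0.00238). Without carbon the ratio was 0.58.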

MtdA activity was assayed and showed a 1 h lag in activity (Figure 7C), though expression of this gene increased immediately and rose to levels 20-fold above the starting point.

### Response of the Carbon Assimilation Pathways

The serine cycle and EMC pathway are the main pathways by which *M. extorquens* AM1 incorporates C_1_ compounds from methanol into biomass. The EMC pathway overlaps with the PHB, Serine and TCA cycles (Figure 4A).

#### Serine cycle

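Of the 11 serine cycle designations of Table S2, 9 lay above flask transfer at 30 min in both cultures. The list median was 3.15, and 8 rose over all genes, over the list alone and with culture as a block. The gene sga rose by 3.90 at 10 min (adjusted p = 0.0237), 4.30 at 30 min (standard error 0.32, adjusted p = 0.00839) and 4.88 at 60 min, with a saturated signal in the flask channel of 8 arrays. For mclA1 the log2 ratio was 0.04 at 10 min and 3.98 at 30 min (standard error 0.29, adjusted p = 0.00839). Its rise of 3.93 from 10 to 30 min passed the test (adjusted p = 0.00994). At these times ppc had ratios of 2.45 and 4.28, mtkA of 3.80 and 5.18, and gck of 2.64 and 2.88. These 3 rose at 30 min, and at 10 min only with culture as a block. With both cultures averaged up to 120 min and culture 1 alone later, 1 designation was highest at 10 min and 5 at 30 min. Of the others 1 was highest at 60 min, 2 at 120 min and the 2 of enolase at 360 min. Without carbon the list median was -0.12, and above 0 without the flask-transfer adjustment and from the first array of each pair alone. With culture as a block 2 designations rose and 2 fell without carbon, with software version 1 rose and 0 fell, and limma without a block called none (2 higher and 3 lower at an unadjusted p under 0.05). The genes sga (4.66), gck (3.10), mclA1 (2.93) and glyA (2.51) differed between methanol and no carbon.

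**Figure D3:**
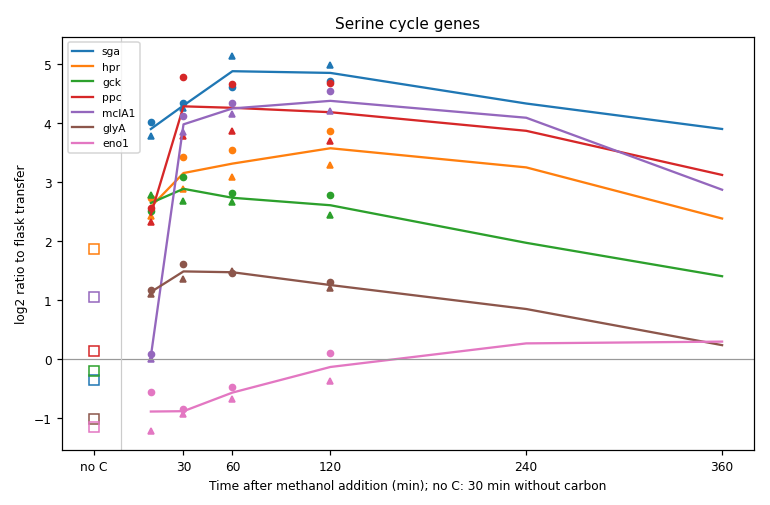
Log2 ratio to flask transfer (vertical axis) of 7 serine cycle genes against the time after methanol addition in min (horizontal axis). Lines join the values fitted over both cultures, circles mark culture 1, triangles culture 2 and open squares the sample without carbon at 30 min. At 30 min sga lay at 4.30 and eno1 (RMQ04824) at -0.89, and the values at 360 min come from a pair of arrays with unlike ratios.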

With the exception of enolase, expression of the serine cycle genes increased immediately and peaked at 10 min post switch (Figure 6). As is well-known [31]–[32], hydroxypyruvate reductase (Hpr) and serine-glyoxylate aminotransferase (Sga) had low activities in cells growing on succinate compared to methanol. After methanol addition, their activities increased considerably (6-fold and 44-fold, respectively) and continuously over the next 6 hours (Figure 7D), as previously reported for batch culture experiments [33]. 

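Enolase has 2 designations for eno1 in Table S2. At 10 min their log2 ratios were -0.89 (RMQ04824) and -0.92 (RMQ10950), at 120 min -0.14 and -0.35, and at 240 min 0.26 and 0.28, none called. Without carbon the ratios were -1.16 and -1.24, and RMQ10950 fell with culture as a block (adjusted p = 0.0288, or 0.162 with software version as the block).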

Expression of the enolase gene decreased initially and then increased back to its original pre-transition level (Figure 6), similar to the carbon starvation response. While expression of enolase stands apart from the other serine cycle genes, unlike the other serine cycle genes, it is essential for growth on both succinate and methanol [10]. With the exception of serine, which responded in a manner similar to other amino acids (alanine, threonine, aspartate and phenylalanine; Table 1), measured serine cycle intermediates (glycerate, malate, glyoxylate and glycine) did not significantly change between the time of methanol addition and cell growth (Table 1, Figure 8). Most of the amino acids measured showed an increase within the first 30 min, then decreased to their approximate initial concentrations, which correlated with an initial increase in transcription of a number of putative protease genes (Figure 2), suggesting this response may have been due to protein turnover early in the transition.

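Of the 12 protease genes of Table S1, 7 had a positive and 5 a negative log2 ratio at 30 min of methanol, with a median of 0.33. The gene pfpI rose by 2.51 (standard error 0.41, adjusted p = 0.0402), and its ratio without carbon was 2.60, called only with culture as a block (adjusted p = 0.0107, or 0.0462 with software version as the block). In the fit with culture as a block clpA, with a ratio of 1.04, rose as well (adjusted p = 0.0495). Adjusted over the list alone, 3 rose and 1 fell. Without carbon 3 rose and 3 fell with culture as a block, and 1 rose with software version as the block. The median there was -0.09, and above 0 with software version or scan day as a block, without the flask-transfer adjustment and from the first array of each pair alone.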

**Figure 8:**
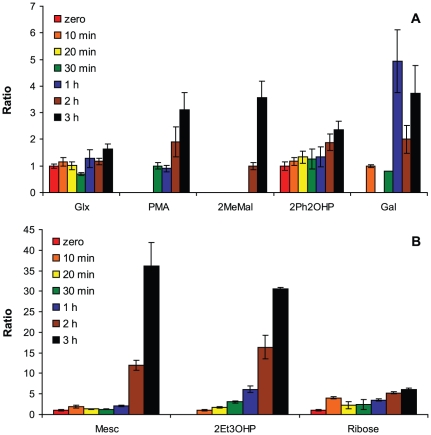
Metabolite ratios for selected metabolites for which concentrations are not available measured before and during the transition from succinate to methanol growth. Ratios for metabolites that changed up to 5-fold are graphed in (A) and those that increased >5-fold are depicted in (B). Ratios are set to 1 for initial detection. Abbreviations are as follows: Glx, glyoxylate; PMA, propylmalonate; 2-MeMal, 2-methylmalate; 2-Ph2OHP, 2-phenyl-2-hydroxypropionate; Gal, galactose; Mesc, mesaconic acid; 2Et3OHP, 2-ethyl-3-hydroxypropionate. Standard deviations are shown as error bars.

**Table 1:** Intracellular concentrations of target metabolites from cells during transition from succinate growth to methanol growth.

		zero	10 min	20 min	30 min	1 h	2 h	3 h
Pathway	Metabolite			Concentration (mM)				
TCA	Suc	12.2±0.7	3.7±2.5	2.1±0.7	2.9±0.8	5.0±0.3	2.2±0.3	2.3±0.9
	Fum	0.5±0.1	0.6±0.1	0.5±0.0	0.5±0.1	0.5±0.1	0.5±0.1	0.5±0.1
	Mal	1.6±0.4	1.7±0.4	1.2±0.2	1.3±0.4	1.0±0.4	0.9±0.1	1.2±0.4
	2KG	1.4±0.3	1.5±0.2	1.7±0.3	1.4±0.4	1.5±0.3	2.3±0.3	2.5±0.4
	Cit	1.8±0.5	2.0±0.4	3.3±0.4	1.8±0.4	2.2±0.6	2.1±0.4	2.4±0.5
	Pyr	3.7±0.4	4.4±1.2	3.9±0.3	4.6±0.5	5.1±0.7	4.8±0.4	4.9±0.3
Serine	Glyc	1.7±0.3	2.5±0.6	2.0±0.5	2.1±0.3	2.0±0.4	1.8±0.2	2.2±0.7
	Ser	4.0±1.5	4.5±1.1	4.2±1.0	16.7±10.4	10.1±6.8	3.3±0.8	2.9±1.7
	Gly	0.8±0.1	0.8±0.1	0.8±0.1	0.9±0.2	1.0±0.1	1.0±0.0	1.2±0.1
PHB	OHB	3.0±0.2	3.3±0.4	3.4±0.2	3.3±0.5	4.4±0.7	4.0±0.5	4.3±0.9
	OHB-CoA	0.1±0.1	0.2±0.1	NM^a^	0.4±0.1	0.3±0.1	NM	0.3±0.1
EMC	EtMA	0.6±0.1	0.8±0.1	1.1±0.1	1.0±0.1	1.2±0.1	2.1±0.2	3.1±0.4
	MeSuc	0.6±0.0	0.7±0.1	0.8±0.0	0.7±0.1	0.8±0.0	1.7±0.1	4.3±0.8
	P-CoA	0.1±0.1	0.1±0.1	NM^a^	0.1±0.1	0.2±0.1	NM	0.3±0.1
	MeMA	0.3±0.0	0.1±0.1	NM	0.1±0.1	0.2±0.1	NM	0.3±0.1
Other^b^	Ac-CoA	0.3±0.1	0.2±0.1	NM	0.2±0.1	0.2±0.1	NM	0.3±0.1
	M-CoA	0.1±0.1	0.3±0.1	NM	0.1±0.1	0.2±0.1	NM	0.2±0.1
	CoA	2.6±0.2	0.7±0.5	NM	1.5±0.2	1.2±0.3	NM	1.4±0.5
	Ala	7.6±0.7	9.4±2.0	9.4±1.1	14.0±1.5	12.9±4.1	9.7±0.3	10.0±0.6
	Val	1.0±0.1	0.7±0.2	0.9±0.1	1.4±0.4	1.5±0.6	1.2±0.1	1.3±0.2
	Leu	0.6±0.0	0.6±0.2	0.8±0.0	0.9±0.1	0.9±0.4	1.1±0.1	1.4±0.3
	Ile	0.4±0.1	0.5±0.1	0.6±0.0	0.7±0.1	0.7±0.1	0.5±0.0	0.6±0.0
	Pro	1.3±0.2	1.3±0.3	1.6±0.1	1.6±0.3	1.4±0.4	1.1±0.2	1.0±0.4
	Thr	3.1±0.4	3.4±0.6	3.4±0.6	6.3±3.4	5.2±1.1	3.0±0.5	3.3±0.7
	Asp	4.9±1.5	4.9±1.3	4.9±0.5	5.9±1.1	6.2±3.1	2.2±2.0	2.3±2.4
	Phe	0.3±0.0	0.4±0.1	0.7±0.1	0.5±0.2	0.4±0.2	0.2±0.1	0.2±0.1

Numbers are averages of nine replicates, and standard deviations are listed as ± sd. The abbreviations used in the table are defined as follows: Suc = succinate; Fum = fumarate; Mal = malate; 2KG = 2-ketoglutarate; Cit = citrate; Pyr = pyruvate; Glyc = glycerate; OHB = 3-hydroxybutyrate; OHB-CoA = 3-hydroxybutyryl-CoA; EtMA = ethylmalonate; MeSuc = methylsuccinate; P-CoA = propionyl-CoA; MeMA = methylmalonate; Ac-CoA = acetyl-CoA; M-CoA = malonyl-CoA.

a NM  =  not measured.

b Other refers to measured metabolites that are not depicted in the central metabolic diagrams (Figure 4) or are components of multiple central metabolic pathways.

#### EMC pathway

The majority of the EMC pathway genes were immediately and highly induced, peaking at 10–30 min and then returning to just above pre-transition levels (Figure 6). In contrast, metabolites of the EMC pathway (measured as their non-CoA derivatives) hydroxybutyrate, ethylmalonate, methylsuccinate, mesaconate, 2-methylmalate, did not show significant increases until the 2 or 3 h timepoint, while methylmalonyl-CoA and propionyl-CoA did not show significant increases until the 1 or 2 h timepoint (Table 1, Figure 8). 

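Of the 15 designations of the pathway in Table S2, 10 lay above flask transfer at 10 min and 7 at 30 min. At 30 min 5 rose over all genes. No fall was called by limma, while 2 lay lower at an unadjusted p under 0.05 and 2 fell with culture as a block. Besides mclA1, the genes that rose were ecm (2.04, standard error 0.25, adjusted p = 0.0258), mcmA-half1 (1.72), mcmA-half2 (1.74) and mcmB (1.65). The list median was -0.10 at 30 min, and above 0 in several other fits, among them those with a block, without the flask-transfer adjustment and with a stricter signal filter. With both cultures averaged up to 120 min and culture 1 alone later, 4 designations were highest at 10 min, 3 at 30 min, 3 at 120 min and 5 at 240 min. In culture 1 alone throughout, 5 of 14 were highest at 10 min, 3 at 30 min, 4 at 120 min and 2 at 240 min.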

Expression of *mcd* and *epm* encoding, respectively, mesaconyl-CoA hydratase and epimerase, mirrored each other and did not follow the pattern of the other EMC genes, decreasing immediately and returning to starting levels or higher by 4 h post transition (Figure 6), reflecting the carbon starvation response genes. 

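The log2 ratio of mcd was -1.34 at 10 min, -1.63 at 30 min (standard error 0.46), -0.28 at 120 min and 0.52 at 240 min. That of epm was -1.69, -2.26 (standard error 0.75), -1.06 and -0.22. Both fell at 30 min only with culture as a block (adjusted p = 0.0492 for mcd and 0.0204 for epm). Without carbon the ratios were -1.76 and -2.61, and both fell there in that fit as well (adjusted p = 0.0298 and 0.00854, or 0.16 and 0.0785 with software version as the block).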

Comparisons of expression changes of *mcd* and *epm* in steady-state succinate and methanol grown cells were consistent with these data, being similar in both growth conditions [14]. Between 1–2 h, carbon flux occurred via the EMC pathway, evidenced by the accumulation of mesaconate, methylsuccinate, ethylmalonate, methylmalonate, methylmalonyl-CoA and propionyl-CoA (Figure 8, Table 1, summarized in Figure S1C), and cell growth occurred. 

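The gene msd had a log2 ratio of 0.01 at 10 min, 0.05 at 60 min, 0.04 at 120 min and, from culture 2 alone, -0.27 at 30 min, none called. The signal in the chemostat channel averaged 16130, at a percentile of 96.1 among all genes.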

Expression of *msd*, encoding methylsuccinyl-CoA dehydrogenase, which is known to be required for growth on C_1_ compounds [34], did not significantly change, yet expression intensities suggested that this gene might be highly expressed under conditions of both methanol and succinate growth. 

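Across genes, the ratios to chemostat RNA of both cultures correlated with r = 0.61 at 10 min, 0.80 at 30 min, 0.69 at 60 min and 0.54 at 120 min. Genes are not independent replicates. The SD of the log2 difference between cultures was 0.95, 0.74, 0.69 and 0.58 at these times. Within a pair of arrays with swapped dyes r was 0.68 at flask transfer, 0.10 at 360 min and 0.78 to 0.95 for the other pairs.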

With few exceptions, both array data sets (biological replicates) were in agreement regarding range of intensity and fold change. 

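At 10 min ccr had a log2 ratio of 0.63 in culture 1, a 1.55-fold increase, and of -0.15 in culture 2. For croR the ratios were 0.87, a 1.82-fold increase, and -0.52. At 30 min they were 0.60 and -0.28 for ccr and 0.42 and -0.87 for croR.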

Notable exceptions were *ccr* and *croR*, encoding respectively, crotonyl-CoA reductase and crotonase, which increased by a small amount (1.8-fold for both) in the first array data set but not the second.

The activities of two enzymes of the EMC pathway, β-ketothiolase (βKT; encoded by *phaA*) and crotonyl-CoA reductase (Ccr; encoded by *ccr*) were measured. βKT activity, which overlaps with the EMC and PHB cycles, increased slightly initially then decreased to ∼60% of the original activity (Figure 7E), mirroring expression of *phaA* (Figure 6). 3-hydroxybutyryl-CoA, which is an intermediate of both the EMC pathway and PHB cycle, showed a similar pattern, increasing initially and then remaining relatively constant (Table 1). Ccr activity was high in succinate grown cultures (356 nmol min^−1^ mg protein^−1^, Figure 7F), increased 1.4-fold by 1 h, and then decreased to just below starting levels by 6 h, consistent with the minimal changes in transcripts noted above.

Using Fisher ratio analysis to assess metabolite differences between two samples, a number of metabolites were previously identified (2-methylmalate, propylmalonate, 2-phenyl-2-hydroxy propionate, 2-ethyl-3-hydroxypropionate, ribose and galactose) as being significantly higher in methanol-grown cells than succinate-grown cells [15]. These metabolites responded similarly to the EMC pathway intermediates and are shown in Figure 8, but their role in C_1_ metabolism, if any, is unknown.

#### PHB cycle

Poly-β-hydroxybutyrate (PHB) accumulates in *M. extorquens* AM1 as a carbon and energy storage compound [35]–[36]. The *phaA* and *phaB* genes, which are required for PHB synthesis, are shared with the EMC pathway. Expression of these genes increased slightly initially, then decreased over the course of the experiment with *phaA* decreasing between 30 min–1 h and *phaB* decreasing between 4–6 h (Figure 6). These gene products produce 3-hydroxybutyryl-CoA, which is a precursor to PHB as well as an intermediate of the EMC pathway. 

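The designations of phaA had log2 ratios of -0.06 (RMQ03830) and 0.01 (RMQ11702) at 10 min, -0.57 and -0.52 at 60 min, and -1.19 and -1.24 at 120 min. For phaB the ratio was -0.03 at 10 min, -0.04 at 120 min, -0.46 at 240 min and -1.16 at 360 min, where the pair of arrays gave unlike ratios. None was called, also with culture as a block.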

While expression of these genes did not change much initially and activity of βKT increased minimally (Figures 6,7E), concentration of 3-hydroxybutyryl-CoA increased 4-fold within the first 30 min after methanol addition (Table 1). 

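At 10 min depA lay 1.91-fold above flask transfer, with log2 ratios of 1.40 in culture 1 and 0.47 in culture 2. For depB the increase was 2.66-fold, with 0.80 and 2.03, and neither gene was called. The gene depB rose with culture as a block at 30 min (ratio of 2.39, adjusted p = 0.0191) and without carbon (3.06, adjusted p = 0.00822, or 0.0442 with software version as the block). At 240 min the ratios were -0.60 and -0.64.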

Expression of the depolymerase genes (*depA*, *depB*), which hydrolyze PHB, increased 2.6- and 4.1-fold respectively at 10 min and then decreased over the time course. Genes involved in the further degradation of PHB (*hbd*, *ato*) decreased after 10 min post methanol addition and remained lower than initial levels.

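For hbd the log2 ratio was -0.35 at 10 min, -0.73 at 30 min and -1.59 at 120 min. For atoA/scoB it was -0.22, -0.53 and -0.59, and for atoD/scoA -0.18, -0.67 and -0.99. None was called.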

### Response of the TCA Cycle

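All 14 designations of the TCA cycle in Table S2, among them those of sdhABCD, sucAB, icdA, acnA, gltA, mdh and fumC, lay below flask transfer at 30 min in both cultures. The median log2 ratio was -1.79 at 30 min, -2.09 at 60 min, -1.98 at 120 min and -0.92 without carbon. At 30 min 1 fell over all genes, 12 when adjusted over the list alone and 8 with culture as a block. The gene icdA fell by 3.05 at 30 min (standard error 0.49, adjusted p = 0.0391). At 120 min sdhC fell by 3.68 (standard error 0.37, adjusted p = 0.0475) and sdhD fell by 3.60 (standard error 0.36, adjusted p = 0.0475). When the 120 min sample of either culture was left out, no gene was called at 120 min. The flask channel was well above background on 20 of the 24 arrays for fumC2, on 23 for acnA and on all for the others.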

Expression of all TCA cycle genes (*sdhABCD*, *sucAB*, *icdA*, *acnA*, *gltA*, *mdh*, *fumC*) decreased severely (Figure 6) but intensities were still well above background levels throughout the experiment (Table S2). However, aconitase (Acn) was the only measured enzyme that exhibited a significant decrease in enzyme activity (48% decrease) while other enzyme activities increased slightly and then returned to just below their starting activity (Icd, 79%; Sdh, 82%, Mdh; 74% decrease; Figure 7G). In keeping with the enzyme activity data, except for succinate, levels of the measured TCA cycle metabolites remained relatively constant, not showing distinct trends (Table 1). Succinate was high initially at time zero as expected since it was the carbon source, and decreased from 12.2 mM to 3.7 mM within 10 min of stopping medium flow (Table 1).

### Response of the Pentose Phosphate Pathway

Predicted genes for the pentose phosphate pathway (*zwf*, *pgl*, *gnd*, *fbp*, *pgi*, *tkt*, *fba*. *rpe*, *rpi*) exist in *M. extorquens* AM1, often in duplicate or triplicate, yet the operation of this pathway has not been thoroughly studied. Gene expression intensities suggested that enzymes involved in this pathway are present during both succinate and methanol growth, with different portions of the pathway up-regulated during the transition. 2 of the 4 candidate *zwf* (glucose-6-phosphate dehydrogenase) genes were significantly up-regulated after methanol was added (4–5 fold) while 1 of 3 predicted *tkt* (transketolase) genes along with a predicted *rpiA* (ribose-5-phosphate isomerase) gene were down-regulated (∼3 fold) (Figures 4A, 6). 

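At 30 min of methanol zwf3 rose by 1.88 (standard error 0.31, adjusted p = 0.0393), a 3.67-fold increase. For zwf2 the log2 ratio was 1.87, a 3.66-fold increase that was not called (standard error 0.44, adjusted p = 0.0761). Without carbon the ratios were 2.15 and 1.40, and zwf3 rose only with culture as a block (adjusted p = 0.00823, or 0.0382 with software version as the block). At 10 min tkt2 lay 2.49-fold and rpiA 2.55-fold below flask transfer, with ratios of -1.32 and -1.35, and neither was called.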

Expression of a third putative *zwf* gene along with *gnd1* (6-phosphogluconate dehydrogenase), *gnd2* and *tal2/pgi2* (transaldolase/phosphoglucose isomerase) increased slightly (1.5–1.7 fold) (Figures 4A, 6). 

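At 30 min zwf4 lay 1.19-fold, gnd1 1.54-fold and gnd2 1.57-fold above flask transfer, with log2 ratios of 0.25, 0.62 and 0.65. None was called.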

Activity of phosphoglucose isomerase (PGI) was measured and increased minimally (Figure 7H). This result was generally consistent with the gene expression studies. 

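At 30 min pgi2/tal2 lay 2.09-fold above flask transfer, with log2 ratios of 0.75 in culture 1 and 1.38 in culture 2, and pgi1/tal1 lay 1.31-fold above it. At 10 min the log2 ratios were 0.46 for pgi2/tal2 and 0.20 for pgi1/tal1. Neither gene was called.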

Expression of *pgi2* did increase but peaked only at ∼1.7-fold while *pgi1* increased less than 1.3-fold (Figures 4A, 6).

## Discussion

When cells are shifted from one metabolic mode to another, significant remodeling of metabolic networks occurs. With the advent of global profiling capabilities, it is now possible to study metabolic response using a systems biology approach. In this paper, we used whole genome microarrays in conjunction with targeted enzyme assays and metabolite and flux measurements to assess the dynamic response that *M. extorquens* AM1 undergoes when switching from multi-carbon growth to single-carbon growth. Integrating datasets targeting multiple layers in the metabolic hierarchy has generated a much more complete picture of how the cells respond and adapt to changes in their environment than any of the datasets alone, and has provided insights into the mechanisms of this response.

To switch from succinate to methanol growth, energy metabolism shifts from NADH oxidation via NADH dehydrogenase to a cytochrome-based electron transport system that accepts electrons from methanol dehydrogenase during methanol oxidation [1]. Carbon metabolism shifts from the TCA cycle and its associated pathways to a methylene H_4_F- and CO_2_-based assimilatory scheme involving the serine cycle and the EMC pathway [1], [12], [17], while NADH production shifts from the TCA cycle to the methylene H_4_MPT dehydrogenase and formate dehydrogenase enzymes ([1], [10]; Figures 3,4A). To accomplish this shift, over 100 genes must be up-regulated in *M extorquens* AM1, producing over 50 enzymes and a number of regulatory proteins [10], and the cell must accommodate high flux through toxic metabolites, such as formaldehyde, glyoxylate, and glycine.

### Carbon Starvation

Our time course experiments demonstrated that when the cells were transitioned from a state of succinate growth to methanol growth, they underwent a period of transient carbon starvation followed by periods of recovery and growth. During the starvation phase, the cells were thrown out of metabolic balance and growth ceased, and during the recovery period, all of the methylotrophic metabolic pathways rapidly changed to allow the cells to shift metabolic modes.

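Of the 15 genes that rose without carbon, 14 also rose at 30 min of methanol, and both genes that fell without carbon also fell with methanol. Of the genes that fell, RMQ04115 was near background, and its ratio with methanol turned direction from the first array of each pair alone. The comparisons of methanol and of no carbon with flask transfer share the flask-transfer arrays, which makes calls overlap with no effect at all. In simulated unchanged groups that share them, lists of these sizes overlapped by 5 genes (at most 10) and 1 (at most 2), and independent lists would share 0.268 and 0.0145. With culture as a block 263 genes rose and 191 fell in both conditions, where lists of these sizes in the simulation, made without a block, shared at most 157 and 127 and independent lists would share 25.9 and 18.6. With software version as the block 108 rose and 56 fell, against at most 69 and 32 in the simulation and 7.36 and 2.34 for independent lists. The simulation leaves out real effects and the independent lists leave out the shared arrays, so the excess over either does not measure a shared effect. Before adjustment for the flask transfer, the ratios without carbon correlated across genes with those at 30 min of methanol at r = 0.73 for culture 1 and r = 0.90 for culture 2, whose arrays are of the same batch. Between methanol and no carbon 7 genes were higher with methanol and 1 lower, 59 and 22 with culture as a block and 20 and 10 with software version as the block. Limma called 0 there when no carbon was compared within its array batch, with scan day as a block, with the trend and robust options and when the 30 min sample of either culture was left out, against 242 genes at an unadjusted p under 0.05. Those 242 genes are fewer than the share of 0.05 expected with no change. All these ratios have chemostat RNA as the reference, and whether the same RNA served both cultures and no carbon is not stated.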

During the starvation period (0–30 min), gene expression patterns largely reflected those for a starvation control. 

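The 12 iron uptake genes of Table S1, without bfr, had a median log2 ratio of -3.33 at 30 min of methanol and -2.77 without carbon. The gene fpbB (RMQ08929) fell by 5.33 with methanol (standard error 0.94, adjusted p = 0.046), and 4 genes fell with culture as a block. Over Table S1 as a whole 313 of 338 designations lay below flask transfer at 30 min of methanol and 305 of 337 without carbon.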

In both the starvation control and the methanol switch experiment, expression of genes predicted to be involved in many core cellular processes such as cell structure synthesis, ribosome synthesis and protein production, flagellar synthesis, and iron uptake were down-regulated, conserving energy. Stress response genes were up-regulated along with several protease genes, which correlated with the increase in free amino acid pools detected in cell extracts. Expression of cytochrome c oxidase genes decreased by 30 min and then rose by 2 h mirroring expression of methanol dehydrogenase genes and cytochrome c (encoded by *mxaG*) used during methanol metabolism suggesting the possibility of a coordinated response. 

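The gene coxA had a log2 ratio at 30 min of methanol of -1.65, coxB of -0.35 and coxC of -2.05, none called. At 120 min the ratios were -0.24, -0.45 and -0.44, and their median was above 0 with culture, software version or scan day as a block. Without carbon coxA and coxC lay at -2.80 and -3.12, and fell with culture as a block (adjusted p = 0.0288 and 0.0313, or 0.134 and 0.26 with software version as the block).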

Immediately after the transition, ATP dropped, suggesting that energy metabolism was curtailed, while NADPH rose transiently, in keeping with a drop in biosynthetic consumption, and then dropped, consistent with a drop in production.

### Transient imbalance

Cells growing on succinate maintain significant capacity to oxidize methanol to formaldehyde and then to formate. For the first h after the switch from succinate to methanol, the cells excreted about 1/3 of the total production of these compounds into the medium, mainly as formate. This result suggests that the capacity to consume formate was initially less than the formate production capacity, but by converting most of the formaldehyde to formate and excreting the excess, the cells could survive the transition without buildup of formaldehyde to toxic levels. It is likely that excretion serves as a buffer for flux capacity to these intermediates, allowing the cell to adjust formate consumption capacity according to need, rather than maintaining a high constitutive capacity. During this time period, the formate dehydrogenases rapidly induced and the flux of methanol to CO_2_ reached nearly full capacity by the time the culture started growing, at about 2 h. By maintaining significant methanol oxidation capacity in the absence of substrate, the cells can take advantage of transient methanol sources to obtain energy, without committing to the considerable effort of inducing the entire system of methylotrophic metabolism.

### Post-transcriptional regulation

After the first 30 min, virtually all of the genes involved in methylotrophy began to induce, as expected. However, a number of examples were identified in which enzyme activities did not reflect transcript changes, suggesting post-transcriptional regulation. These included: 1) methanol dehydrogenase, for which enzyme activity increased rapidly during the time that transcripts dropped, suggesting a mechanism of enzyme activation; 2) methylene H_4_F dehydrogenase, for which transcripts increased 14-fold but enzyme activity stayed constant for the first hour, suggesting a mechanism of post-transcriptional inhibition, either of translation or of enzyme activity, and 3) TCA cycle enzymes (Icd, Sdh, and Mdh), for which the activities stayed relatively constant while transcripts dropped, even after cell division, suggesting either a mechanism of enzyme stabilization or activation.

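Over the 127 designations of Table S2, 52 lay above flask transfer at 30 min and 58 at 120 min. At 30 min 20 rose and 2 fell over all genes (27 and 22 when adjusted over the list alone, 26 and 20 with culture as a block). At 120 min the genes that rose were sga, fdh2B, fdh2C and mclA1.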

### Flux redistribution

Surprisingly, during the time period from 30 min to 2 h while the flux capacity from methanol to CO_2_ was increasing, net flux through methylotrophy assimilatory pathways to biomass did not occur, even though both transcripts and enzyme activities increased significantly. Since intermediates of the EMC pathway did not accumulate, the assimilatory block must have occurred before that pathway. A candidate step for this block was identified, the conversion of methenyl H_4_F to methylene H_4_F by methylene H_4_F dehydrogenase, since as noted above, this enzyme did not increase in activity during this time period. Once this activity increased, flux to biomass occurred.

These results suggest a metabolic strategy in which the assimilatory pathways are primed to receive assimilatory carbon, but carbon flux occurs only after they are poised and ready, and only after the dissimilatory flux has increased substantially. Such a strategy might decrease the likelihood of accumulation of intermediates produced in the biomass cycles that could inhibit growth, such as glyoxylate and glycine [8]–[9], ensuring a smooth transition between these two metabolic modes. Our measurements showed that glyoxylate and glycine did not show major changes during this transition.

Another hypothesis generated from these data was that *M. extorquens* AM1 may fine-tune the levels of these toxic metabolites through the Mcd step (mesaconyl-CoA hydratase) in the EMC pathway, which produces/regenerates the glyoxylate required to drive the serine cycle. The expression pattern of *mcd* was notable, since it decreased significantly initially, and only slowly returned to a level slightly above the succinate level. Once intermediates of the EMC pathway began to accumulate, those generated before the Mcd step accumulated to a much higher level than those generated after the Mcd step, consistent with a flux bottleneck at this step. Because glyoxylate is toxic at high levels, it would be advantageous for the cell to regulate the production and consumption of this metabolite. Since glyoxylate is the precursor to glycine during methylotrophic growth, by controlling glyoxylate levels, both of these potentially toxic metabolites are managed. This potential flux bottleneck at the Mcd step would allow the cells to control the balance between need and toxicity for glyoxylate and is an interesting candidate for further study.

Another possible metabolic strategy for carbon partitioning during this transition suggested by these results involved 3-hydroxybutyryl-CoA. This metabolite is an intermediate for both PHB synthesis (carbon storage) and the EMC pathway (carbon assimilation), and is thus a key branchpoint. Succinate-grown cells contain higher levels of PHB than methanol-grown cells [13], and so during the transition, a shift must occur that redirects flux from PHB synthesis to the EMC pathway. Our results showed that 3-hydroxybutyryl-CoA increased almost 6-fold in the first 30 min, before significant increases were observed for the EMC pathway intermediates, at the time when PHB synthesis gene expression was beginning to decrease. In other organisms, the partitioning of acetyl-CoA flux between PHB synthesis and assimilation is controlled by levels of NADPH or the ratio of NADPH/NADP [37]–[38]. The accumulation of 3-hydroxybutyryl-CoA correlated with the increase in NADPH levels and the NADPH/NADP ratio seen during the first 30 min after methanol addition, suggesting that this mechanism of control may also be present in *M. extorquens* AM1. Later, when flux began to increase through the EMC pathway, both 3-hydroxybutyryl-CoA and NADPH levels dropped. By decreasing flux into the PHB cycle first, then increasing the enzymes of the EMC pathway, the cells could effectively shunt 3-hydroxybutyryl-CoA into primary assimilation and away from synthesis of the storage product, PHB.

### Modular response

The results presented here showed that in general, each pathway responded as a separate module, with gene expression changes and enzymatic activities responding as a group. One notable exception was the EMC pathway, in which the majority of the genes increased during the transition yet the patterns of this increase differed (Figure 6).

Another example was the H_4_MPT-dependent C_1_ transfer pathway in which expression of *mtdB* and *fae* stood out as different from the other genes involved in the oxidation of formaldehyde to formate. Fae is present in the cell at very high levels [18]–[19] and likely is involved in keeping intracellular levels of free formaldehyde low. The rapid increase of *fae* transcription may reflect the need to respond to a sudden increase in flux from methanol to formaldehyde. Likewise, MtdB is the first NAD(P)H-generating enzyme in the oxidative pathway, and it responded more similarly to the other NADH-generating step, the formate oxidation pathway. It may be advantageous to the cell to control reduced pyridine nucleotide-generating capacity separately from the other oxidative steps, and act to increase that capacity immediately upon downshift.

### Metabolic set points

These datasets also revealed another major feature, which is the prevalence of metabolic set points. During the transition from succinate to methanol growth, central metabolic pathways change significantly, with correspondingly large changes in flux through these pathways, on the order of 10-fold [20]. Such changes might be expected to reflect transient swings in metabolite concentrations as the enzyme requirements and activities change. However, the concentration of those metabolites that are involved in both succinate and methanol growth such as fumarate, malate, α-ketoglutarate, citrate, pyruvate and glycerate stayed remarkably constant, with less than 2-fold changes during the transition. A similar phenomenon has been reported for *E. coli* wild-type and mutant strains in steady-state cultures under different growth conditions, and these authors suggested that metabolic setpoints may be a mechanism to maintain metabolic robustness in a changing environment [24]. Metabolites that were required for growth on both succinate and methanol but did not appear as metabolic setpoints in this study include succinate and serine. Succinate decreased from 12.2 mM to 3.7 mM within 10 min of stopping medium flow, consistent with the termination of succinate as the carbon source. Serine responded similarly to other amino acids which correlated with an increase in protease gene expression (Table 1, Figure 2).

### Summary

In summary, the multi-level datasets we have generated in this study coupled to our pathway-level analysis have resulted in new insights into the metabolic strategies carried out to effect this shift between two dramatically different modes of growth, one energy-limited (succinate), and the other reducing-power limited (methanol). Analysis of the dynamic response of modular sections of the central metabolic network is an important approach to determine how cells respond and adapt to carbon substrate perturbation. Our work showed that the cells use a “down-stream priming” strategy, inducing biomass cycles before formate production to carry out this transition in a way that does not accumulate toxic intermediates to inhibitory levels. In addition, this work has uncovered key candidates for regulatory control points, as a further step towards understanding metabolic adaptation and the cellular strategies employed to maintain metabolic setpoints.

## Materials and Methods

### Materials

All chemicals, enzymes and chemical standards were obtained from Sigma-Aldrich (St. Louis, MO, USA) unless otherwise specified. Analytical- reagent grade potassium dihydrogen phosphate and sodium dihydrogen phosphate were obtained from Fisher Scientific (Hampton, NH). Absolute ethanol and HPLC-grade methanol (Sigma, St. Louis, MO, USA) were used for extraction procedures and preparation of buffer for HPLC analysis. Nanopure (Barnstead Life Sciences model, Thermo Fisher Scientific, Waltham, MA) water was used in the preparation of media, buffer, standard and sample solutions. To prepare formaldehyde, 0.15 gm of paraformaldehyde was resuspended in 10 ml nanopure water in a glass vial, which was then stoppered, crimp sealed and autoclaved for 5 min.

### Chemostat cultivation

For a starting point (time  = 0 in), the carbon-shift experiment utilized cells from a steady-state chemostat culture of *M. extorquens* AM1 growing on limiting succinate. *M. extorquens* AM1 was cultivated in a minimal medium [14] containing 3.7 mM succinate as a growth-limiting nutrient in a 2.2-liter bench-top BioFlo 110 Modular Fermentor (New Brunswick Scientific) with a 1 liter working volume, resulting in an OD_600_ of ∼0.63. Dilution rate was maintained at 0.163 h^−1^. Other parameters of the chemostat operation were the same as described previously [13]. After the culture reached steady-state, the cells were manipulated in two ways: for enzyme assays, flux measurements and nucleotide determinations, the flows were stopped and methanol was added to the succinate-limited steady-state culture to a final concentration of 50 mM. For RNA isolation, steady-state cells were transferred to flasks before 50 mM methanol addition and incubated at 28°C. For each approach, cells were harvested at different time points as described in the text.

### Transcriptomics

Expression studies were carried out using 60-mer oligonucleotide custom designed Agilent arrays (Santa Clara, CA) as previously described [14]. RNA was extracted immediately and digested with DNase I as described previously [14]. cDNA production and labeling, hybridization and array scanning were carried out by MOgene (St. Louis, MO), using the DNase I-digested RNA. Data extraction and initial processing were as previously described [14]. For the first biological replicate, cells were transferred to a flask, methanol was added (50 mM) and time points were harvested at 0, 10, 30, 60, 120, 240 and 360 min post methanol addition, and each time point included a technical duplicate (dye-swap). Most genes in this study peaked in their induction or repression by 2 h. To confirm the array data expression trends and peak times, a second biological replicate (second chemostat culture) was repeated for the 10, 30, 60 and 120 min time points, each also with a technical duplicate (dye-swap). For carbon starvation arrays, cells were transferred to a flask with no additional carbon and incubated for 30 min prior to harvest. For convenience, time point RNA samples were compared against RNA prepared prior to the transition, directly harvested from the chemostat (time zero, not transferred to flask). LogRatios were adjusted using a time zero flask transfer comparison to remove affects from flask transfer thus setting the time zero expression ratio at 1. Both raw and adjusted data are included in Tables S1, S2. Intensity and LogRatio data were used to determine peak intensities and fold changes to generate the metabolic diagrams. A p-value cutoff of 0.001 (Log p-value ≤−3) was used for validity of expression fold changes. Raw and processed gene expression data are available at the NCBI Gene Expression Omnibus and are accessible through GEO Series accession number GSE22031.

### Measurement of methanol in culture supernatant

Methanol concentration in the growth medium was measured according to Mangos and Haas [39] with a minimum of 3 replicates. The method used alcohol oxidase (EC 1.1.3.13), peroxidase (EC 1.11.1.7) and 2,2′-azinobis-(3-ethylbenzthiazoline-6- sulfonic acid) (ABTS) (Calbiochem, EMD Biosciences, Gibbstown, NJ) to determine methanol concentrations.

### Measurement of formaldehyde and formate in culture supernatant

#### Formate measurements

Formate was measured as previously described for 3 biological replicates [27].

#### Formaldehyde measurements

Formaldehyde was measured for 3 biological replicates using the Nash method [40] in which formaldehyde concentration is proportional to the absorbance at 410 nm.

### Enzyme assays

Cells for enzyme activities (50 ml) were harvested by centrifugation at 4500× *g* using a Sorvall RC-5B centrifuge at 4°C for 10 min, washed in 100 mM potassium phosphate buffer, pH 7.5, pelletted, overlaid with 1 ml of buffer and frozen at −80°C. Cell pellets were thawed and resuspended in 1–5 ml of 100 mM potassium phosphate buffer, pH 7.5 and passed through a French press. Cell extracts were centrifuged at 14,000 rpm for 1–10 min to remove cell debris, depending on the potential oxygen sensitivity of the enzyme to be assayed. A minimum of 2 biological replicates were assayed for the following enzymes: methanol dehydrogenase (MeDH), formate dehydrogenase (Fdh), methylene-H_4_F dehydrogenase (MtdA), β-ketothiolase (βKT), crotonyl-CoA reductase (Ccr), hydroxypyruvate reductase (Hpr), serine-glyoxylate aminotransferase (Sga), malate dehydrogenase (Mdh), aconitase (Acn), succinate dehydrogenase (Sdh), isocitrate dehydrogenase (Icd) and phosphoglucose isomerase (Pgi). βKT, Hpr, Sga and Mdh were measured as previously described [13]. The remaining enzyme activities were measured in a final volume of 200 µL in a Spectramax 190 plate reader (Molecular Devices, Sunnyvale, CA) at room temperature and contained ∼25–100 µg protein. Absorbance data were converted to a 1 cm pathlength by dividing the slope by the conversion factor, 0.541 and protein concentrations were determined spectrophotometrically [41]. With the exception of the 200 µL volume, assays for Fdh [26], MtdA [42], Acn [43], were as described previously. MeDH activity was measured as described [1] except the assay contained 0.4 mM KCN. Ccr activity was measured as described [44] except that 2 mM NADPH was used. Sdh activity was measured as described previously [45] with modifications as described [46]. Icd activity was measured by following the production of NADPH at 340 nm using an extinction coefficient of 6.2 mM^−1^ cm^−1^. The reaction contained 100 mM potassium phosphate buffer, pH 7.5, 1 mM MgCl_2_, 2 mM NADPH, cell extract (∼25–50 µg protein) and was initiated by addition of 20 mM isocitrate. Pgi activity was measured by modification of a coupled assay [47] and followed the production of NADPH at 340 nM in a quartz microtiter plate using an extinction coefficient of 6.2 mM^−1^ cm^−1^. The reaction contained 100 mM potassium phosphate buffer, pH 7.5, 1 mM MgCl_2_, 2 mM NADPH, glucose-6-phosphate dehydrogenase (5 U/ml), cell extract (∼25–50 µg protein) and was initiated by addition of 4 mM fructose-6-phosphate.

### Nucleotide measurements by LC-MS/MS

5 ml of the cell culture was carefully and rapidly pipetted into the center of 25 ml 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid (HEPES)-buffered (70 mM, pH 6.8) aqueous 60% methanol (v/v) solution (−40°C). The quenched biomass was precipitated in a refrigerated centrifuge (6 min, 10,000 rpm, −20°C; Dupont Sorvall RC5B, Waltham, MA, USA). The supernatant was removed and the cell pellets were resuspended in 5 ml of the same methanol solution and centrifuged for 6 min at 10,000 rpm. For ATP, ADP, AMP, NAD and NADP extraction, 1 ml of boiling HEPES buffered ethanol solution (75% v/v ethanol/water, pH 5.2) was added to a given cell pellet and incubated at 100°C for 3 min [13]. The extracted cell suspension was cooled on ice for 3 min and the cell debris was removed by centrifugation at 5000 rpm for 5 min. The cell-free metabolite extract was again centrifuged at 14,000 rpm for 8 min. The supernatant was transferred into a 2 ml glass vial and dried in a vacuum centrifuge (CentriVap Concentrator System, Labconco, MO, USA). The dried sample, prior to analysis using LC-MS/MS, was re-dissolved in 100 µL purified water for analysis. NADH and NADPH were extracted by a hot alkaline extraction method [13]. 0.8 ml of 0.8 N KOH at 85°C with 1% (v/v) Triton X-100 was added to a given cell pellet, and the mixture was incubated for 3 min at 85°C. After cooling on ice for 3 min, the mixture was centrifuged at 5,000 rpm at 4°C for 5 min. The supernatant was partially neutralized with HClO_4_ to pH 10 and centrifuged at 14,000 rpm for 8 min. The supernatant was analyzed by LC-MS/MS immediately. LC-MS/MS experiments were carried out on a Waters (Milford, MA, USA) LC-MS system consisting of a 1525 µ binary HPLC pump with a 2777C autosampler coupled to a Quattro Micro API triple-quadrupole mass spectrometer (Micromass, Manchester, UK) as described previously [48]. A minimum of two biological replicates with two technical duplicates were measured for each time point.

### CO_2_ assimilation flux

Carbon fluxes for steady-state succinate-limited chemostat cultures were estimated using the dilution rate at steady state (0.163 h^−1^), the dry weight of cells per ml of culture at an OD_600_ of 1.0 (0.278 mg; [21]), and the percentage of total biomass, by weight, that is carbon (47%; [49]). Production of CO_2_ was measured for 2 biological replicates using ^14^C-labeled methanol essentially as described previously [50]; net CO_2_ production was added to CO_2_ assimilation flux estimated at 50% of the carbon in biomass as indicated by the fact that ∼50% of carbon labeling can be eliminated in the presence of high unlabeled CO_2_ as compared with a CO_2_-free environment ([51]; G.J. Crowther, unpublished data). Carbon assimilation into biomass via methylene H_4_F was calculated from changes in OD_600_ using the conversion factors noted above (0.278 mg dry weight per ml of culture at an OD_600_ of 1.0; 47% of biomass is carbon) and also the estimate that 50% of the carbon in biomass comes from assimilated CO_2_.

### CoA and CoA ester measurements by HPLC

CoA and short-chain CoA esters, including acetyl-CoA, malonyl-CoA, methylmalonyl-CoA, 3-hydroxybutyryl-CoA and propionyl-CoA, were measured by reversed-phase high-performance liquid chromatography.

Liquid nitrogen was used to quench metabolism. Extraction was performed by adding 1.5 ml boiling 20% ethanol in 5 mM sodium acetate/acetic acid buffer (pH 3) containing 2 mM DTT to each sample and incubating at 100°C for 3–5 min. Extracted cell suspension was cooled on ice for 3 min and the cell debris was removed by centrifugation at 5,000 rpm for 5 min. The cell-free metabolite extract was dried in a vacuum centrifuge (CentriVap Concentrator system, 79820-00, Labconco, MO, USA) to complete dryness. Deoxy-guanosine was added as an internal standard to correct for volume changes during sample preparation and injection. A Nova-Pac C18 reverse-phase column (3.9×150 mm, 60 Å, 4 µm) from Waters (Milford, MA) was used to separate CoA and CoA esters. A UV detector was used, with the wavelength set to monitor absorbance at 260 nm. Buffer A was composed of 0.1 M sodium dihydrogen phosphate and 0.075 M sodium acetate (pH 4.5); buffer B consisted of 40% buffer A and 60% methanol. The flow rate was 0.8 ml/min and the following HPLC gradient time program was used: 4 min at 100% of buffer A; linearly increase to reach 30% of buffer B at 34 min; increase to 100% buffer B in 7 min; keep at 100% buffer B for 3 min; re-equilibrate the column with buffer A for 6 min. Hydroxylamine reacts with CoA esters to form CoA and the corresponding free acids, and this reaction was used to confirm CoA compounds. Neutral hydroxylamine solution was prepared by adjusting NH_2_OH-HCl solution with 10 N NaOH to pH 7. To three volumes of an analyte solution, one volume of 2 M neutral NH_2_OH solution was added. The mixture was incubated at 30°C for approximately 1 hour to achieve complete conversion of CoA esters to CoA.

These CoA compounds were measured from two biological replicate samples taken at 0 min (before methanol addition), 10 min, 30 min, 1 h, and 3 h after methanol addition. Standard curves were generated for quantitation of the CoA compounds by adding known amounts to cell extracts (data not shown). Recoveries of CoA and CoA esters under the extraction condition were determined by spiking known amounts of standard CoA compounds to a cell culture sample before quenching and extraction. Recoveries ranged from 70–100%, depending on the compound.

### GC×GC-TOFMS analysis of cell extracts

Two-dimensional gas chromatography coupled with time-of-flight mass spectrometry was used to analyze cell extract samples for the measurement of amino acids, organic acids and carbohydrates. Samples were taken at 0 min (before methanol addition), 10 min, 20 min, 30 min, 1 h, 2 h and 3 h after methanol addition, and were analyzed by GC×GC-TOFMS as described [1]. Numbers are averages of nine replicates (three extractions with 3 biological replicate injections for each extraction).

### Fisher Ratio analysis of cell extracts

Fisher ratio analysis was used to assess metabolite differences between two conditions as previously described [15]. Numbers are averages of nine replicates (three extractions with 3 biological replicate injections for each extraction).

## Supporting Information

Supplementary Figure S1 Pathway schematics depicting changes that occurred in measured metabolites, gene expression, and enzymatic activities for central metabolism after cells were transitioned from succinate to methanol growth. A boxed gene/protein name indicates the activity of this enzyme was measured. Red lettering for the protein designation indicates an increase in activity; green, decrease; black, no change. Metabolites appearing more than once are connected by gray lines. Diagrams are shown for the following time periods: (A) pre-methanol addition, time  = 0 min; (B) initial response, time  = 10–30 min post methanol addition; (C) just prior to/at the start of cell growth, time  = 1–2 h post methanol addition; and (D) exponential cell growth, time  = 3–6 h post methanol addition with (E) serving as a legend. Gene expression intensities are represented by arrow thickness while gene expression fold changes are depicted by arrowhead number. Abbreviations and reaction descriptions are included in Supplementary Table II along with gene expression intensities, LogRatios, fold changes and p-values. Mesaconyl-CoA, ethylmalonyl-CoA, methylsuccinyl-CoA were measured as free acids. **Color at T = 0 represents the concentration before methanol was added for all metabolites except for methanol which was calculated as 50 mM for the initial T = 0 value.
(0.21 MB PDF)

Supplementary Table S1 Gene expression data for cellular processes that significantly changed during the transition from succinate to methanol growth.
(0.96 MB XLS)

Supplementary Table S2 Gene expression data for central metabolic pathways during the transition from succinate to methanol growth.
(0.40 MB XLS)

How the deposited data were processed for this re-analysis (not part of the article)

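RNA of *Methylobacterium extorquens* AM1 was compared on 24 Agilent arrays of 10807 spots, 10263 of them for genes. Each array carried RNA of a flask sample in one dye and RNA of the succinate-limited chemostat in the other. The conditions were 10, 30, 60 and 120 min after methanol addition in 2 cultures. Flask transfer, 240 and 360 min after methanol addition, and 30 min without carbon were sampled in 1 culture each. Every sample was measured on 2 arrays with the dyes swapped.

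Per the file headers, the intensity values were made before deposit with Agilent Feature Extraction, which subtracted the background with spatial detrending and corrected the dyes by linear and LOWESS normalization. The deposited log10 ratios are the scanner software's log10 of the processed red over the processed green signal. The deposited p-value of each spot is the PValueLogRatio of the software's error model, as deposited. The authors' deposited table holds their mean log10 ratio of flask over chemostat for each dye-swap pair. Its column for each pair correlated with the mean of the scanner values at r of 0.9999 or above over 8022 probes. The authors' deposited table has 84 further columns per sample that were not used.

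Control spots and spots with an outlier flag in either channel were left out, and saturated spots were kept. An array had 22 to 579 such spots, up to 76 saturated spots in a channel under the first software version and 0 under the second. Log10 ratios were turned by the dye labels so that positive values are higher in flask RNA, converted to log2, averaged over the spots of a probe and then over the dye-swap pair. Of 88824 pair averages 1595 rest on 1 array and 753 have no value. The 8033 probes give 7471 gene designations, 315 of them with more than 1 probe. For 114 of these the probe was used whose values match the paper's supplementary tables, and otherwise the probes were averaged. Of 470 designations of Tables S1 and S2, 468 matched within 0.005 on the log10 scale when flagged spots were kept, which was done for this match alone. A designation was kept when a channel was well above background on both arrays of at least 1 pair, which left 7402. Of these, 338 lack a ratio in at least 1 of the 12 averages.

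The share of gene spots well above background was 93.6% to 98.6% in a channel, and the median processed signal 898 to 1250. The standard error beside a ratio holds the spread between cultures.

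The averaged ratios were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), all 8 groups sharing one estimate of the spread with 4 residual degrees of freedom. The tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and the figures with matplotlib 3.10.9. Contrasts were each condition minus flask transfer, as in the study's methods, methanol minus no carbon at 30 min, differences between time points, and flask transfer against the chemostat. P-values were adjusted by Benjamini-Hochberg over the designations kept, at a threshold of 0.05. Flask transfer, 240 min, 360 min and no carbon have a lone sample, assumed to vary like the other groups. The design, the filters, the rule for named genes, 20 gene lists and most alternatives were set before the data were examined, with the paper's own tables and figures already seen. Counts for a list are given over all genes and with p-values adjusted over the list alone.

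The rule named every gene the paper names for an expression claim, the 12 largest rises and falls with a symbol in a contrast, and up to 2 rises and 2 falls without a symbol. A last part of the rule, the members of each list with the largest and smallest changes, is followed only for the methanol oxidation list. The genes drawn in the figures were chosen among those the paper names after their values were seen.

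For the methanol samples replicate numbers mark separate chemostat cultures, and the deviations of the cultures from their mean correlated between time points at r of 0.42 to 0.72 across genes. The culture of the no-carbon arrays is not stated beyond their replicate number of 1. A fit with culture as a block was therefore run, with 3 residual degrees of freedom. Arrays of culture 1, flask transfer, 240 and 360 min (14 arrays) were read with one software version, and those of culture 2 and no carbon (10 arrays) with another, on 3 scan days and 12 slides, each slide holding 1 dye-swap pair. Slide was therefore not used as a block.

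The same steps were tested on simulated data of 6000 genes with 200 changed, with spreads of 0.4 between averaged ratios, 0.3 between cultures and 0.2 between arrays on the log2 scale. The changes were put in at 30 min, with methanol and without carbon, and at no other time. At 30 min of methanol 40 of 67 genes changed by 3 were called, 11 of 67 changed by 2 and 0 of 66 changed by 1, and 2 of 5800 unchanged genes were called. Without carbon, with 1 sample, 13 of 67 genes changed by 3 were called and 0 of 67 changed by 2. A gene that was not called may still have changed by this much.

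Alternatives changed one choice at a time, except that the methods' rule also takes ratios to the chemostat without the flask-transfer adjustment. They were no flask-transfer adjustment, normexp background correction (offset 50) with loess, median centring, Aquantile normalization between arrays, no signal filter or a strict one (6145 designations), the mean of all probes, culture, software version or scan day as a block, each array of a pair alone, limma's trend and robust options, an added 2-fold threshold, the methods' rule of a spot p-value of at most 0.001 on both arrays of every culture, the authors' deposited table, each culture left out at a time point, no carbon compared within its array batch, and doubled designations counted once. The block by scan day, the 360 min sample from its first array and the 30 min sample of culture 2 from its first array were added after seeing the data. What is called the methods' rule takes only the cutoff of 0.001 from the study's methods. Its demand on both arrays of every culture was chosen here, and the study adjusted its ratios for flask transfer.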

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

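The tests behind these results were all set beforehand. The gene RMQ06793 was picked out after its values were seen.

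Responses at different times of methanol differed by a test of the difference itself. Between 10 and 30 min 1 gene differed, mclA1, and the 314 genes at an unadjusted p under 0.05 there are fewer than expected with no change. Between 10 and 120 min 108 genes differed, 33 higher and 75 lower at 120 min, and with culture as a block 324 and 356. Between 30 and 120 min 366 differed, 76 higher and 290 lower at 120 min, and with culture as a block 357 and 597. When the samples of either culture were left out limma called 0 in these 3 comparisons, against 314, 1098 and 1403 genes at an unadjusted p under 0.05 with both cultures.

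Between methanol and no carbon at 30 min 8 genes differed by a test of the difference. The 242 genes at an unadjusted p under 0.05 there are fewer than expected with no change. Besides fdh2B, fdh2C, sga, gck, mclA1 and glyA they were RMQ02947, annotated on the array as a pyoverdine synthetase (4.47, standard error 0.38, adjusted p = 0.0321), and RMQ03761, annotated as a sulfate-binding protein (-2.85, standard error 0.31, adjusted p = 0.0496). Of these, sga was saturated in the flask channel of 8 arrays. The sulfate-binding gene rose by 2.99 without carbon and had a ratio of 0.14 with methanol. Limma called 0 in this comparison when either culture's 30 min sample was left out and when no carbon was compared within its array batch, against 242 genes at an unadjusted p under 0.05.

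Genes outside Tables S1 and S2, on which the paper's text does not report, also passed the test. There were 5 at 10 min of methanol, 136 at 30 min and 17 at 30 min without carbon.

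At 10 min RMQ02947 rose by 5.67 on the log2 scale (adjusted p = 0.0216) and RMQ00690, annotated as a ybiS precursor, rose by 4.30 (adjusted p = 0.0263). An aminomethyltransferase, RMQ04395, fell by 4.24 (adjusted p = 0.047), and RMQ02843, with no product given, fell by 3.06 (adjusted p = 0.047).

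At 30 min RMQ08797, with no product given, rose by 6.80 (standard error 0.76, adjusted p = 0.0238), with -0.04 without carbon. A gene annotated as the DNA-binding protein Dps, RMQ05258, rose by 6.07 (standard error 1.10, adjusted p = 0.0476), with 1.05 at 120 min and 5.09 (adjusted p = 0.0135 with culture as a block, or 0.0785 with software version as the block) without carbon. A C4-dicarboxylate transport protein, RMQ02662, fell by 6.57 (standard error 1.06, adjusted p = 0.0391), with -2.13 (adjusted p = 0.0361 with culture as a block) at 10 min, -7.81 (adjusted p = 0.000822 with culture as a block) at 120 min and -5.85 (adjusted p = 0.00439 with culture as a block, or 0.0244 with software version as the block) without carbon. The chaperonin GroES, RMQ03069, fell by 4.21 (standard error 0.71, adjusted p = 0.0428), with -0.02 at 120 min and -4.46 (adjusted p = 0.00937 with culture as a block, or 0.0442 with software version as the block) without carbon. Its signal was saturated in the chemostat channel of 3 arrays. A glycine dehydrogenase, RMQ06793, fell by 3.96 (standard error 0.54, adjusted p = 0.0291), with -2.75 (adjusted p = 0.0129 with culture as a block) at 120 min and -0.31 without carbon.

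Without carbon RMQ00690 rose by 5.58 and RMQ08942, annotated as a PhoH protein, rose by 5.12, RMQ02843 fell by 3.14 and a gene annotated as the sigma factor RpoD, RMQ04115, fell by 2.86 (adjusted p = 0.0498 for each). The signal of RMQ04115 was near background, with a mean of 54.9 in the chemostat channel, and well above background there on 12 of the 24 arrays. All 4 also changed at 30 min of methanol, but the ratio of RMQ04115 there turned direction from the first array of each pair alone. Its flask-transfer ratio, from 1 sample, was 1.62. With culture 2 at 30 min from its first array, a fit chosen after the arrays were seen, RMQ08942, RMQ02843 and RMQ04115 were no longer called without carbon, nor was RMQ03761. Of the 17 calls without carbon, other fits kept from 0 (without the signal filter, among others) to 17 (with culture as a block, among others). With Aquantile normalization, with median centring and from the authors' deposited table 3 were kept.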

How the results depend on the processing

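The fits with scan day as a block, with the 360 min sample from its first array and with culture 2 at 30 min from its first array were chosen after seeing the data. Counts of called genes stayed within 1.5 times their value with the added 2-fold threshold, with doubled designations counted once and with the 360 min sample from its first array. Scan day as a block sets apart the 30 min pair of culture 1, the only one scanned on its day, so at 30 min it is no check apart from leaving out that sample. Slide could not serve as a block, since each slide holds 1 pair. The second array of each pair alone gives no value for the 7 differing supplement values. Leaving out a sample or an array, or changing the filter, changes how many samples or genes enter, and beyond that the cause was not tested.

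Here 10 min stands for genes changed at 10 min of methanol, 60 min for genes changed at 60 min of methanol, 120 min for genes changed at 120 min of methanol, other times likewise, and 120 minus 10 min for changes between time points: 120 minus 10 min. The counts were 8 for 10 min, 184 for 30 min, 6 for 60 min, 6 for 120 min, 2 for 240 min, 0 for 360 min, 17 for no carbon, 8 for methanol against no carbon, 0 for flask transfer, 22 for Table S2, 1 for 30 minus 10 min, 108 for 120 minus 10 min, 366 for 120 minus 30 min and 0 for 360 minus 120 min, with 1030, 1380, 676, 238, 200 and 259 genes at an unadjusted p under 0.05 by limma at 10 to 360 min, 1198 without carbon and 242 between methanol and no carbon, 247 for flask transfer and 207 for 360 minus 120 min. Several of the counts at an unadjusted p under 0.05 are below the share of 0.05 expected with no change. These are the counts at 120, 240 and 360 min, between methanol and no carbon, for flask transfer and for 360 minus 120 min. The 2 arrays at 360 min gave unlike ratios. The counts that moved further are these. With culture as a replicate block they were 297 for 10 min, 705 for 30 min, 53 for 60 min, 38 for 120 min, 18 for 240 min, 11 for 360 min, 924 for no carbon, 81 for methanol against no carbon, 2 for 30 minus 10 min, 680 for 120 minus 10 min, 954 for 120 minus 30 min and 46 for Table S2. With software version as a block they were 297 for 10 min, 705 for 30 min, 53 for 60 min, 38 for 120 min, 18 for 240 min, 11 for 360 min, 190 for no carbon, 30 for methanol against no carbon, 2 for 30 minus 10 min, 680 for 120 minus 10 min, 954 for 120 minus 30 min and 46 for Table S2. With scan day as a block they were 82 for 10 min, 3 for 30 min, 24 for 60 min, 13 for 120 min, 4 for 240 min, 1 for 360 min, 0 for no carbon, methanol against no carbon and 30 minus 10 min, 517 for 120 minus 10 min and 2 for Table S2. With limma's trend and robust options they were 0 for 10 min, 30 min, 60 min, 120 min, 240 min, no carbon, methanol against no carbon, 30 minus 10 min, 120 minus 10 min and Table S2 and 234 for 120 minus 30 min. Without the flask-transfer adjustment they were 1418 for 10 min, 1811 for 30 min, 601 for 60 min, 68 for 120 min, 10 for 240 min, 5 for 360 min, 857 for no carbon and 64 for Table S2. By the methods' rule on spot p-values, which also leaves out the flask-transfer adjustment, they were 836 for 10 min, 1104 for 30 min, 743 for 60 min, 222 for 120 min, 944 for 240 min, 325 for 360 min, 1476 for no carbon, 295 for flask transfer and 58 for Table S2. With normexp and loess they were 17 for 10 min, 286 for 30 min, 3 for 120 min, 0 for 240 min, 26 for no carbon and 54 for 120 minus 10 min, split into 15 higher and 2 lower (against 6 and 2) for 10 min, 237 higher and 49 lower (against 131 and 53) for 30 min, 3 higher and 0 lower (against 4 and 2) for 120 min, 26 higher and 0 lower (against 15 and 2) for no carbon, 7 higher and 4 lower (against 7 and 1) for methanol against no carbon and 9 higher and 45 lower (against 33 and 75) for 120 minus 10 min. With median centring they were 24 for 10 min, 0 for 240 min and 3 for no carbon, split into 3 higher and 0 lower (against 15 and 2) for no carbon and 7 higher and 0 lower (against 7 and 1) for methanol against no carbon. With Aquantile normalization they were 3 for no carbon, split into 3 higher and 0 lower (against 15 and 2) for no carbon. Without the signal filter they were 2 for 120 min and 0 for 240 min and no carbon. With the strict filter they were 28 for 10 min, 10 for 60 min, 11 for 120 min and 31 for no carbon. With the mean of all probes they were 5 for 10 min. From the first array of each pair alone they were 55 for 30 min, 10 for 60 min, 0 for 240 min, 62 for no carbon, 14 for methanol against no carbon and 12 for Table S2. From the second array of each pair alone they were 10 for 60 min, 0 for 240 min and no carbon, 12 for 120 minus 10 min, 5 for flask transfer and 14 for Table S2. From the authors' deposited table they were 0 for 240 min and 3 for no carbon, split into 3 higher and 0 lower (against 15 and 2) for no carbon. Within the array batch of the no-carbon arrays they were 0 for methanol against no carbon. With culture 2 at 30 min from its first array they were 1 for no carbon and 3 for methanol against no carbon. Leaving out one culture at a time (without replicate 1, without replicate 2) gave 1 to 132 for 10 min and 0 either way for 30 min, 60 min, 120 min, methanol against no carbon, Table S2, 30 minus 10 min, 120 minus 10 min, 120 minus 30 min and 360 minus 120 min.

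Culture as a block kept 184 of 184 calls at 30 min of methanol and 17 of 17 without carbon. Among the calls made over a list alone it ended those of cydA and cydB at 30 min. For several lists at 30 min of methanol, the ribosomal one among them, it called fewer genes over all genes than passed over the list alone without it. Software version as a block kept 17 of 17 without carbon, scan day 2 of 184 at 30 min of methanol, and normexp and loess 158 of 184. Among values of named genes called in the main fit or in the alternative, direction reversed in 4 cases. Turns of direction without a call are counted in the next paragraph, and those of list medians are not counted. The first 2 are ratios without the flask-transfer adjustment, and the cause of the others was not tested, as fdh2A without carbon was 1.19 by the methods' rule against -0.11, phaB without carbon was 0.82 by the methods' rule against -0.02, fdh2D without carbon was 2.80 with software version as a block against -0.76, and RMQ04115 at 30 min of methanol was 0.06 from the first array of each pair alone against -1.84.

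The counts that follow cover values of named genes only. The counts are, in order, values that kept direction and side of the threshold, lost the call, gained it, or turned direction without a call. They were 415, 20, 2 and 13 with culture 2 at 30 min from its first array, 746, 4, 0 and 0 with Aquantile normalization, 750, 0, 0 and 0 with the added 2-fold threshold, 586, 61, 29 and 74 with scan day as a block, 570, 0, 111 and 68 with software version as a block, 742, 5, 0 and 3 from the authors' deposited table, 721, 8, 4 and 17 with the mean of all probes, 725, 7, 5 and 13 with median centring, 312, 6, 216 and 64 by the methods' rule on spot p-values, 126, 8, 0 and 16 within the array batch of the no-carbon arrays, 726, 24, 0 and 0 without the signal filter, 480, 1, 203 and 66 without the flask-transfer adjustment, 698, 18, 8 and 26 with normexp and loess, 552, 0, 145 and 53 with culture as a replicate block, 646, 0, 9 and 0 with the strict filter, 648, 25, 13 and 51 from the first array of each pair alone, 648, 23, 4 and 55 from the second array of each pair alone, 678, 72, 0 and 0 with limma's trend and robust options, 482, 60, 21 and 36 without replicate 1 and 482, 67, 0 and 49 without replicate 2.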

Differences from the paper's values

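The fit with scan day as a block is the one setting in this part that was chosen after seeing the data. Values in the paper's text that were also computed here lie within the spread between cultures or within 1.5 times the paper's.

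In the supplementary tables 7 log10 ratios to the chemostat, all at 30 min of methanol in culture 1, differ by more than the spread between cultures. The values were -1.25 here and -1.20076 in the paper for RMQ05504, -0.777 here and -0.704982 in the paper for RMQ09150, -0.963 here and -0.87881 in the paper for RMQ02275, -1.59 here and -1.49002 in the paper for RMQ04460, -1.77 here and -1.74136 in the paper for RMQ04459, -1.52 here and -1.48288 in the paper for RMQ00946 and -0.279 here and -0.241377 in the paper for RMQ06241. For all 7 the spot on the second array carries an outlier flag and was left out here. From the authors' deposited table all but RMQ04460 no longer differ, and with normexp and loess RMQ05504, RMQ09150, RMQ04459 and RMQ00946 no longer differ, while RMQ02275, RMQ04460 and RMQ06241 do. All 7 still differ without the flask-transfer adjustment, with median centring, with Aquantile normalization, without the signal filter, with the strict filter, with the mean of all probes, with culture or software version as a block, with the trend and robust options, by the methods' rule, from the first array alone and without replicate 2. The second array alone gives no value.

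The values the paper lists for RMQ04460 lie within 0.000229 on the log10 scale of those measured for RMQ02526 and up to 0.173 from its own. Those listed for RMQ06568 lie within 0.00317 of those for RMQ12225 and up to 0.515 from its own.

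The paper places the peak of the serine cycle genes other than enolase at 10 min. With both cultures averaged up to 120 min and culture 1 alone later, 1 of 9 designations without enolase was highest then and 5 at 30 min. In culture 1 alone throughout these counts were the same. The early rise goes with the paper for sga, at 3.90 at 10 min and 4.30 at 30 min, but a peak at 10 min does not. The ratio of sga was 4.88 at 60 min and 4.85 at 120 min.

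For the cytochrome o ubiquinol oxidase genes the paper states an increase with methanol. At 60 min all 3 were above flask transfer in both cultures, with a median of 0.35, and the median stayed above 0 later (0.34 at 120 min), which has the paper's direction, none of them called. At 30 min, when the sample without carbon was taken, the ratios were -0.04, -0.14 and -0.28, with a median above 0 with culture, software version or scan day as a block and from the second array of each pair alone, the block by scan day having been chosen after seeing the values. No fit called any of the 3 at 30 min of methanol. The decrease without carbon has the direction the paper gives.

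The paper counts genes of NADH homeostasis among those that rose in both conditions. Of the 3 further NAD(P)H genes of Table S1 all were higher at 30 min of methanol, as in the paper, and of the 2 with a value without carbon RMQ12197 was higher as well, at 2.18 (adjusted p = 0.0412 with culture as a block, or 0.127 with software version as the block). The ratio of ndh there was -1.01 (adjusted p = 0.0472 with culture as a block, or 0.641 with software version as the block), the opposite direction, against 0.60 (adjusted p = 0.0464 with culture as a block) with methanol.

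The paper describes most genes of the ethylmalonyl-CoA pathway as induced at once with a peak by 30 min. Of 15 designations 10 lay above flask transfer at 10 min and 7 at 30 min, 5 rose at 30 min, and averaged over both cultures 4 and 3 were highest at 10 and 30 min. In culture 1 alone 5 and 3 of 14 were, which has the paper's direction. The list median at 30 min was -0.10, and above 0 with culture, software version or scan day as a block, with the mean of all probes, by the methods' rule, without the flask-transfer adjustment, with the strict filter and from the second array of each pair alone.

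For phaA and phaB the paper states a slight early increase. At 10 min the ratios were -0.06 and 0.01 for phaA and -0.03 for phaB, none called in any fit. All were above 0 with culture or software version as a block, without the flask-transfer adjustment, by the methods' rule, from the first array of each pair alone and without replicate 2. In culture 1 they were 0.10, 0.24 and 0.37, and in culture 2 -0.21, -0.23 and -0.44.

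The paper calls the rise of 2 zwf genes significant. For zwf3 it passed the test here, and for zwf2 it did not (adjusted p = 0.0761). With the mean of all probes, with normexp and loess, without the flask-transfer adjustment and by the methods' rule, which also omits it, zwf2 passed as well.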

Other observations

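The tests of a wrong dye label at 360 min, of a constant offset between the cultures, of an array batch shared by the no-carbon arrays and culture 2 and of the chemostat RNA common to all ratios were chosen after the result was seen.

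The 131 genes that rose had a median log2 ratio of 2.68 at 30 min and 0.08 at 120 min, and the 53 that fell had -2.83 and -0.69. These genes were picked by their 30 min values, which alone would make medians at other times smaller in size. Among genes with a symbol fdh2A rose by 5.40, mtkB rose by 4.73, fdh4A1 rose by 4.07 and hpr rose by 3.15 at 30 min, and at 120 min their ratios were 4.63 (adjusted p = 0.00216 with culture as a block), 4.54 (adjusted p = 0.00476 with culture as a block), 4.11 (adjusted p = 0.0227 with culture as a block) and 3.57 (adjusted p = 0.00286 with culture as a block). Without carbon they were -0.11, -0.12, 0.95 and 1.86 (adjusted p = 0.00994 with culture as a block, or 0.0271 with software version as the block). At 30 min rpsN fell by 4.79, rplX fell by 4.33, rpsA fell by 4.18 and rpsO fell by 3.72, with ratios of -0.36, -0.40, -0.87 and -0.19 at 120 min. The genes that rose at 60 min were mclA1, sga, fdh4A2, fdh2C, fdh2B and RMQ02947 (5.05, adjusted p = 0.015), and at 240 min mclA1 and sga.

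Of 20 gene lists set beforehand, hopanoid synthesis, methionine and one-carbon amino acid synthesis and megaplasmid matched no designation. The megaplasmid list could draw only on designations of Tables S1 and S2. The 26 heat shock chaperone genes had a median of -0.52 at 30 min of methanol and -0.29 without carbon, and with methanol 2 fell (1 rose and 5 fell with culture as a block), and without carbon limma called 0 (5 higher and 9 lower at an unadjusted p under 0.05, 4 rose and 8 fell with culture as a block, 1 fell with software version as the block). The oxidative stress gene, katA, had a ratio of 3.18 at 30 min of methanol and 4.74 without carbon, and with methanol limma called 0 (1 higher at an unadjusted p under 0.05, 1 rose with culture as a block), and without carbon limma called 0 (1 higher at an unadjusted p under 0.05, 1 rose with culture as a block, 1 rose with software version as the block). The list of RNA polymerase and sigma factors matched 4 genes, all annotated as sigma factors. Their median was -1.14 at 30 min of methanol and -0.99 without carbon, and with methanol 1 fell (2 fell with culture as a block), and without carbon 1 fell (2 fell with culture as a block, 1 fell with software version as the block). The one called in both is RMQ04115, which is near background (well above it in the flask channel of 10 arrays) and had 0.06 at 30 min of methanol from the first array of each pair alone. Its flask-transfer ratio, from 1 sample, was 1.62. The 6 methylotrophy regulator genes had a median of -0.34 at 30 min of methanol and -0.41 without carbon, and with methanol limma called 0 (1 lower at an unadjusted p under 0.05, 1 fell with culture as a block), and without carbon limma called 0 (1 lower at an unadjusted p under 0.05, 1 fell with culture as a block, 0 with software version as the block). The xoxF-like gene had a ratio of 0.66 at 30 min of methanol and 1.37 without carbon, and with methanol limma called 0 (0 at an unadjusted p under 0.05), and without carbon limma called 0 (1 higher at an unadjusted p under 0.05, 1 rose with culture as a block, 0 with software version as the block).

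The 12 methylamine oxidation genes had a median of -0.77 at 30 min of methanol and -0.95 without carbon, and with methanol limma called 0 (5 lower at an unadjusted p under 0.05, 4 fell with culture as a block), and without carbon limma called 0 (5 lower at an unadjusted p under 0.05, 3 fell with culture as a block, 0 with software version as the block). The pigment gene, crtI, had a ratio of 1.38 at 30 min of methanol and 1.36 without carbon, and with methanol limma called 0 (1 higher at an unadjusted p under 0.05, 1 rose with culture as a block), and without carbon limma called 0 (1 higher at an unadjusted p under 0.05, 1 rose with culture as a block, 0 with software version as the block). The 11 cobalamin synthesis genes had a median of -0.11 (-0.29 to 0.01 over the fits) at 30 min of methanol and -0.27 without carbon, and with methanol limma called 0 (1 higher at an unadjusted p under 0.05), and without carbon limma called 0 (0 at an unadjusted p under 0.05). The 4 nitrogen assimilation genes had a median of -0.23 (-0.24 to 0.04 over the fits) at 30 min of methanol and -0.21 without carbon, and with methanol limma called 0 (0 at an unadjusted p under 0.05), and without carbon limma called 0 (0 at an unadjusted p under 0.05). The 12 genes of the phosphate uptake list had a median of -0.43 at 30 min of methanol and -0.45 without carbon, and with methanol 1 rose (1 rose and 1 fell with culture as a block), and without carbon 1 rose. The gene that rose in both is RMQ08942, annotated as a PhoH protein, and the list also holds sensor and regulator genes. The 252 transposase genes had a median of 0.00 (-0.01 to 0.07 over the fits) at 30 min of methanol and 0.08 without carbon, and with methanol limma called 0 (15 higher and 7 lower at an unadjusted p under 0.05, 3 rose with culture as a block), and without carbon limma called 0 (19 higher and 3 lower at an unadjusted p under 0.05, 7 rose and 5 fell with culture as a block, 2 rose with software version as the block).

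The 8 TonB-dependent receptor genes had a median of -2.50 at 30 min of methanol and -2.11 without carbon, and with methanol limma called 0 (3 lower at an unadjusted p under 0.05, 2 fell with culture as a block), and without carbon limma called 0 (2 lower at an unadjusted p under 0.05). The 52 genes with a ribosomal protein as product had a median of -3.74 at 30 min of methanol and -4.05 without carbon, and with methanol 9 fell (35 fell with culture as a block), and without carbon limma called 0 (48 lower at an unadjusted p under 0.05, 40 fell with culture as a block, 13 fell with software version as the block). The 43 ABC transporter genes had a median of -0.05 (-0.23 to 0.06 over the fits) at 30 min of methanol and -0.01 (-0.18 to 0.17 over the fits) without carbon, and with methanol 1 fell (1 rose and 3 fell with culture as a block), and without carbon limma called 0 (4 higher and 4 lower at an unadjusted p under 0.05, 2 rose and 2 fell with culture as a block, 2 rose with software version as the block). The 84 two-component system genes had a median of 0.00 (-0.05 to 0.04 over the fits) at 30 min of methanol and 0.10 (-0.02 to 0.15 over the fits) without carbon, and with methanol 1 rose (3 rose with culture as a block), and without carbon limma called 0 (9 higher and 2 lower at an unadjusted p under 0.05, 6 rose and 1 fell with culture as a block, 1 rose with software version as the block). The 463 designations placed on the chromosome, all of them from Tables S1 and S2, had a median of -1.35 at 30 min of methanol and -1.21 without carbon. With methanol 22 rose and 26 fell (34 rose and 134 fell with culture as a block), and without carbon limma called 0 (22 higher and 186 lower at an unadjusted p under 0.05, 13 rose and 142 fell with culture as a block, 7 rose and 29 fell with software version as the block). The 2 designations placed on plasmids had a median of -1.60 at 30 min of methanol and -2.56 without carbon, and with methanol limma called 0 (0 at an unadjusted p under 0.05), and without carbon limma called 0 (1 lower at an unadjusted p under 0.05, 2 fell with culture as a block, 0 with software version as the block). The chromosome and plasmid lists hold only designations of Tables S1 and S2, which the study chose on these samples, since only these carry a replicon tag here. Their medians therefore do not describe a replicon, and the median over all genes at 30 min of methanol was -0.05. The ribosomal list overlaps with these tables.

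The 2 arrays of the 360 min sample, with dyes swapped, gave ratios that correlated across genes with r = 0.0963, where a wrong dye label would give a strongly negative r. The chemostat channel of the second array correlated at 0.997 with the mean of the other arrays, 94.5% of its probes were above background in the weaker channel, and its ratio correlated at 0.294 at most with another condition or culture, which argues against a departing reference, low signal and RNA of another sampled condition. The flask channels of the 2 arrays correlated at 0.936, against 0.992 to 0.996 for the other pairs of that software version, so the flask channel of the second array may not hold the same RNA as the first. Where it came from stays open, with r to the 240 min sample of 0.90 for the first array and 0.27 for the second. No biological explanation was tested, since both arrays are of 1 sample.

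The ratios of the 2 cultures differed most at 10 min, where the SD of their log2 difference was 0.95, against 0.58 to 0.74 later. An array batch that adds the same offset at every time would give a slope near 1 of the difference at 120 min on that at 10 min, which was 0.257, and a scaling of all ratios would tie the difference to the mean, where the squared r was 0.0557. Both argue against these as the whole cause. The ratios of culture 2 at 10 min correlated more closely with culture 1 at 30 min than with culture 1 at 10 min, by 0.137 in r. That would be seen if culture 2 was further along the same response, but it did not recur later. Culture 2 at 30 min had r of 0.80 with culture 1 at 30 min and 0.58 with culture 1 at 60 min. Culture 2 at 60 min had r of 0.77 with culture 1 at 30 min and 0.69 with culture 1 at 60 min. Whether culture 2 was further along therefore stays open. Batch effects other than such a scaling, an offset among them, cannot be told apart from culture, since the cultures were read with different software versions.

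Ratios at 30 min with methanol and without carbon went together across genes, with a covariance of 1.16. That was 4.89 times the highest covariance of simulated unchanged groups that share the flask-transfer arrays (0.237), though part of the excess may still come from these arrays. An array batch shared with culture 2 as the whole cause is argued against by r = 0.732 with culture 1, of the other batch, while r with culture 2 was 0.90. A chemostat RNA common to all ratios would add the same covariance between no carbon and every sample. The highest covariance with flask transfer or culture 1 at 120, 240 or 360 min was 0.0906 times that with culture 1 at 30 min. This argues against such an RNA as the whole cause for culture 1. A reference RNA shared by no carbon and culture 2 alone was not tested. A response to the end of succinate in both conditions stays open.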
